# TGF-β-mediated epithelial–mesenchymal transition and tumor-promoting effects in CMT64 cells are reflected in the transcriptomic signature of human lung adenocarcinoma

**DOI:** 10.1038/s41598-021-01799-x

**Published:** 2021-11-17

**Authors:** Naoya Miyashita, Takayoshi Enokido, Masafumi Horie, Kensuke Fukuda, Hirokazu Urushiyama, Carina Strell, Hans Brunnström, Patrick Micke, Akira Saito, Takahide Nagase

**Keywords:** Cell signalling, Cancer, Cancer models, Lung cancer

## Abstract

Epithelial–mesenchymal transition (EMT) is a cellular process during which epithelial cells acquire mesenchymal phenotypes. Cancer cells undergo EMT to acquire malignant features and TGF-β is a key regulator of EMT. Here, we demonstrate for the first time that TGF-β could elicit EMT in a mouse lung adenocarcinoma cell line. TGF-β signaling activation led to cell morphological changes corresponding to EMT and enhanced the expression of mesenchymal markers and EMT-associated transcription factors in CMT64 lung cancer cells. RNA-sequencing analyses revealed that TGF-β increases expression of Tead transcription factors and an array of Tead2 target genes. TGF-β stimulation also resulted in alternative splicing of several genes including Cd44, tight junction protein 1 (Tjp1), and Cortactin (Cttn). In parallel with EMT, TGF-β enhanced cell growth of CMT64 cells and promoted tumor formation in a syngeneic transplantation model. Of clinical importance, the expression of TGF-β-induced genes identified in CMT64 cells correlated with EMT gene signatures in human lung adenocarcinoma tissue samples. Furthermore, TGF-β-induced gene enrichment was related to poor prognosis, underscoring the tumor-promoting role of TGF-β signaling in lung adenocarcinoma. Our cellular and syngeneic transplantation model would provide a simple and useful experimental tool to study the significance of TGF-β signaling and EMT.

## Introduction

Lung cancer is the leading cause of cancer-related mortality worldwide and adenocarcinoma is the most frequent histological subtype. Recent advances in comprehensive cancer genome profiling have revealed distinct molecular aberrations in lung adenocarcinoma^1^. Although a subset of cancer drivers has been exploited for therapeutic intervention, cancer cells generally acquire drug resistance to molecular targeted therapies^2^. In recent years, immune checkpoint inhibitors have contributed to the improvement of disease control and patient survival in lung cancer. Nevertheless, durable clinical responses of immunotherapy are observed in a minority of cases^3^.

For preclinical studies to test drug efficacy, an appropriate animal model is necessary. To date, most studies have utilized xenograft models where human cancer cells are transplanted into immunodeficient mice. This implies a major limitation, considering the importance of tumor immune response. The analysis of tumorigenesis in immunocompetent mice is more relevant in respect to lung cancer pathogenesis and its clinical impact. Transplantation of Lewis lung cancer cells in syngeneic immunocompetent mice has frequently been used in previous studies^4^. However, this cell type is highly aggressive and lacks epithelial features, questioning its relevance as an experimental model for lung cancer. Consequently, genetically engineered mice have been exploited to study molecular mechanisms of lung cancer pathogenesis. They currently present the best option to study host-tumor interactions, although such models are costly and time-consuming in general^5^.

Epithelial–mesenchymal transition (EMT) is a cellular process during which epithelial cells acquire mesenchymal phenotypes. EMT is associated with malignant features and drug resistance of lung cancer cells^6^. In the past decade, A549 human lung adenocarcinoma cell line was most frequently used to study EMT. These cell culture studies have demonstrated that EMT endows cells with invasive phenotypes and molecular processes related to EMT have been characterized in detail^7^. Although, based on the limitation of this model, the pathological relevance and clinical significance of EMT in lung cancer remains inconclusive.

TGF-β is a central regulator of EMT and is known to induce EMT-associated transcription factors such as SNAI1, SNAI2, ZEB1, ZEB2, and HMGA2^8^. We have previously demonstrated that TGF-β coordinately upregulates a set of genes related to cell adhesion, cytoskeletal rearrangement, and extracellular matrix (ECM) remodeling during the process of EMT^7^. Recent studies further revealed that TGF-β induces alternative splicing of several genes through expression changes in RNA binding proteins such as epithelial splicing regulatory proteins 1 and 2 (ESRP1 and ESRP2)^9^.

The aim of this study was to characterize and cross-validate TGF-β-mediated EMT in CMT64 mouse lung adenocarcinoma cell line and its tumorigenesis in a syngeneic transplantation model.

## Results

### TGF-β elicits EMT in CMT64 mouse lung adenocarcinoma cells

CMT 64 cells were established from an alveologenic lung carcinoma in a C57BL/lcrf mouse, which have a Kras-activating mutation and wild-type p53 gene^10^. We have recently demonstrated that orthotopically injected CMT64 cells form lung tumors with mediastinal lymphadenopathy in C57BL/6 mice^11^. To further characterize this cell line, we tested whether CMT64 cells could undergo EMT by TGF-β.

We first investigated cellular responsiveness to TGF-β. It is known that TGF-β binds to type II and type I serine/threonine kinase receptors, and upon ligand binding, Smad2 and Smad3 are phosphorylated by TGF-β type I receptor^12^. In CMT64 cells, Smad2 and Smad3 were clearly phosphorylated upon TGF-β treatment and this effect was abrogated by LY364947, a TGF-β type I kinase inhibitor (Fig. 1A). These results indicated that the intracellular Smad pathway is activated in CMT64 cells in response to TGF-β.

**Figure 1:**
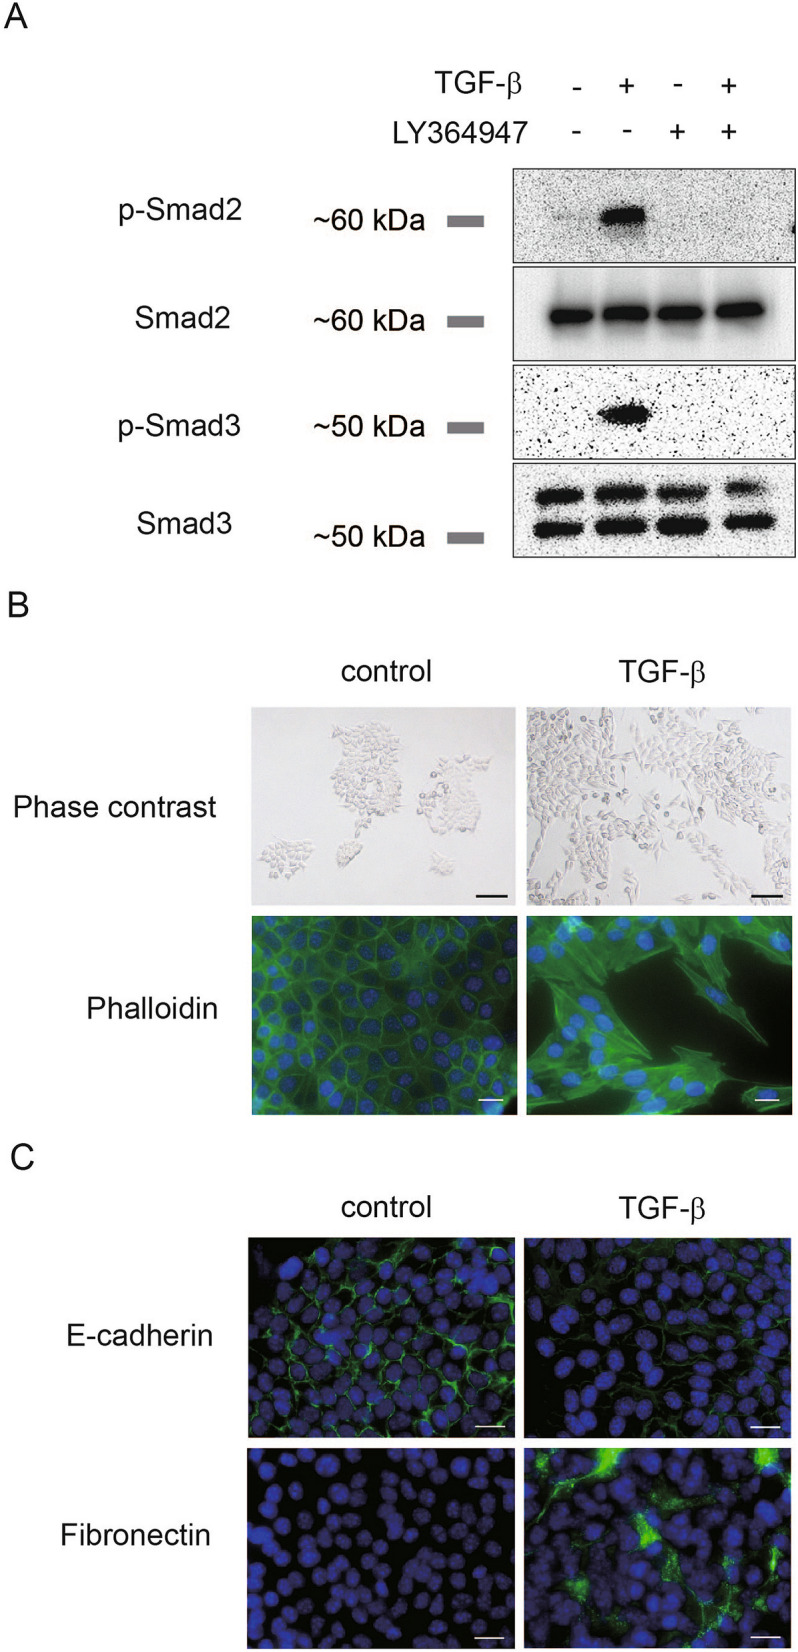
TGF-β induces EMT in CMT64 lung adenocarcinoma cells. (**A**) CMT64 cells were pretreated with 3 μM of LY364947, a TGF-β type I kinase inhibitor, or control DMSO, and were further stimulated with 5 ng/ml of TGF-β for 1 h. LY364947 or DMSO were added 1 h before TGF-β treatment. Immunoblotting was performed for phosphorylated Smad2 (p-Smad2; C-terminal region, Ser 465/467), total Smad2, phosphorylated Smad3 (p-Smad3; C-terminal region, Ser 423/425), and total Smad3. (**B**) CMT64 cells were cultured with or without 5 ng/ml TGF-β for 72 h. Upper: Cells were analyzed by phase-contrast microscopy (bar: 100 µm). Lower: Actin reorganization was visualized by phalloidin staining (bar: 20 µm). Green: phalloidin. Blue: DAPI (nuclei). (**C**) CMT64 cells were incubated with or without 5 ng/ml of TGF-β for 72 h. Immunocytochemistry for E-cadherin or fibronectin (green) was performed. Blue: DAPI (nuclei).

Cultured CMT64 cells formed adherent cell colonies that showed a cobblestone appearance (Fig. 1B, upper left). In contrast to untreated control cells, TGF-β triggered a drastic morphological change to an elongated appearance and enhanced cell dissociation and scattering (Fig. 1B, upper right). Phalloidin staining revealed cell cytoskeletal changes evoked by TGF-β (Fig. 1B, lower).

EMT is accompanied by expression changes in cell adhesion molecules. Immunofluorescence showed attenuated staining for E-cadherin and stronger positivity for fibronectin in CMT64 cells treated with TGF-β (Fig. 1C). These observations indicated that TGF-β elicits EMT in CMT64 cell as determined by cell morphology and EMT markers.

### Transcriptome analysis of CMT64 cells treated with TGF-β and/or TNF-α

We have previously demonstrated that TNF-α, a proinflammatory cytokine, enhances TGF-β-mediated EMT in A549 human lung cancer cells^13^. We further identified subsets of genes differentially or cooperatively regulated by TGF-β and/or TNF-α by microarray analyses^7^. 

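CMT64 is a line of mouse lung carcinoma cells. Its RNA was sequenced after 24 h under 4 conditions, namely without cytokine (control), with 5 ng/ml of TGF-β, with 10 ng/ml of TNF-α, and with both. Each condition had 1 library, so no difference between conditions could be set against the spread between cultures. The number of mapped reads implied by the RPKM values was 75358896 for control cells, 81245906 for TGF-β, 77606742 for TNF-α and 75984151 for costimulation. Reads counted in exons came to 68115342, 71898396, 68854990 and 67481462 in the same order, over 25704 listed genes. The authors trimmed and mapped the reads with CLC Genomics Workbench, to mm10 according to the submitters' processing notes, and deposited read counts and RPKM (exon reads scaled to the exon length and to the mapped reads) for each gene. Of Supplementary Table S1, only 1996 genes were at hand, and all 1996 had the deposited RPKM in the 4 libraries (tolerance 0.0001). Folds between libraries were taken from the RPKM and are followed in parentheses by a 95% counting interval (exact, from the conditional binomial distribution), which covers counting error only. No p-value was computed for the fold of a gene between single libraries. For a test, the 4 libraries were fitted together in edgeR with TGF-β and TNF-α as additive terms, which leaves 1 residual degree of freedom and takes departures from additivity for the spread. This quasi-likelihood test asks for the average effect of a cytokine without and with the other, over 13509 genes with enough reads, and its p-values were adjusted by Benjamini-Hochberg. Log2 fold changes given with a standard error come from this test, and a gene is said to have risen or fallen where its adjusted p was under 0.05. Fits with 1 library left out have only the tested cytokine as a term, so their counts are set beside the single-term fit, which has the same term and all 4 libraries.
The control library differed from the other 3 in base composition. Across 13503 genes, Spearman's correlation of the log2 fold with the GC content of the transcript was -0.53 for TNF-α over control, -0.25 for TGF-β over control and -0.23 for costimulation over control. It was 0.07 for costimulation over TGF-β and 0.02 for costimulation over TNF-α, the pairs that leave the control library out. The share of gene reads in introns was 6.72% in control cells, against 8.50% with TGF-β, 8.16% with TNF-α and 8.17% with both.

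**Figure D1:**
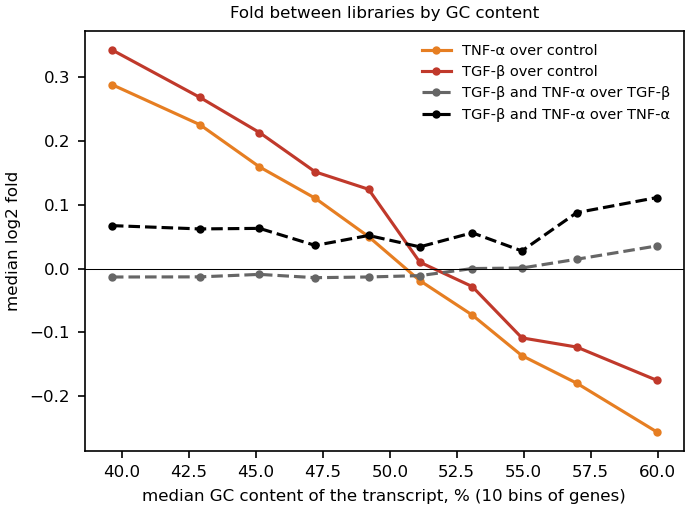
Median log2 fold (vertical axis) of the genes in 10 bins of GC content (horizontal axis, percent) for comparisons between libraries, with 1 line per comparison. TNF-α over control goes from 0.29 at a GC content of 39.6% to -0.26 at 60.0%, and TGF-β over control from 0.34 to -0.17 over the same range.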

In this study, we carried out RNA-seq analyses and explored gene expression changes in CMT64 cells following TGF-β and/or TNF-α treatment (Supplementary Table S1). Using the threshold of fold change > 2 and RPKM > 2 in TGF-β-treated cells, 565 genes were found to be upregulated by TGF-β. Most of them (500 genes) were also induced by costimulation of TGF-β and TNF-α (Fig. 2A). This result indicated that the TGF-β-mediated regulation of gene expression was coherent even after the proinflammatory stimulation.

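Genes with high folds were nearly silent in untreated cells. Has2, a synthase of hyaluronan, had 1 read in control and 2158 with TGF-β, a ratio of 2002 (359 to 79096). Cldn4, a claudin of tight junctions, had 0 reads in control and 3246 with TGF-β, at least 1004-fold higher against a floor of 3 reads. Folds of 814 (395 to 2025) for the cysteine protease Ctsw, 473 (162 to 2298) for the acetylcholine receptor subunit Chrna1 and 434 (220.3 to 1007) for the matricellular protein Wisp1 were also high. The rule for naming them takes only called genes with the same direction in both backgrounds, and all of these rose, Ctsw for instance with a log2 fold change of 9.77 (standard error 0.27, adjusted p = 5.7e-274 from edgeR), and so did Crispld2, Elfn1, Sema4f and Adgra1. The threshold was passed by 565 genes, all annotated as protein coding, with a median fold of 2.91. Of these, 562 rose in the additive test, and for 474 the counting interval of the fold lay wholly above 2. The genes were picked by their fold in 2 of the same libraries, so neither count is independent evidence. Over all genes tested, 2507 rose and 2684 fell with TGF-β, 5191 in total at an adjusted p under 0.05 from edgeR. With TGF-β as the only term, 4829 genes passed with all 4 libraries, 3111 without the TGF-β library, 3112 without the costimulation library, 5854 without the control library and 7475 without the TNF-α library.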

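Il11, a cytokine of the interleukin-6 family, had an RPKM of 16.9 with TGF-β and 21.8 with costimulation, against 0.204 in control cells. Ltbp2, a latent TGF-β binding protein of the matrix, had 6.48 and 8.37, against 0.294. Both belong to the 500 genes (88.5% of the 565) that also passed fold > 2 and RPKM > 2 with costimulation, where the list held 567 genes. The 65 genes found with TGF-β alone had a median log2 fold of 0.93 with costimulation over control, and the 67 found with costimulation alone had 0.94 with TGF-β over control, so both groups lay close to the threshold of 1 on this scale. The lists share the control library. In 100 simulated sets of unchanged libraries, a mean of 1.18 genes passed with TGF-β and 0.16 passed both times. With lists so short, the simulation cannot show how far a shared control raises the overlap of the real lists. Independent lists of the real sizes among 9591 genes would share 33.4. Part of the excess may come from the shared control, since single libraries cannot be split. In the comparison of costimulated with TNF-α-treated cells, which shares no library with TGF-β over control, 457 genes passed, and 383 of them were among the 565 (67.8%). Here the simulated overlap was 0.01, again from near-empty lists, and the overlap of independent lists 26.9.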

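Fosb, an AP-1 subunit, had a fold of 28.8 (23.6 to 35.5) over control and 34.5 (27.9 to 43.3) for costimulation over TNF-α. For Angptl2, a secreted angiopoietin-like protein, the folds were 25.9 (21.3 to 31.9) and 20.1 (16.8 to 24.2). Igfbp5, which binds insulin-like growth factors, had folds of 0.00162 (0.00126 to 0.00206) and 6.15e-04 (3.27e-04 to 0.00105), and was named by a rule that requires the same direction in both backgrounds. With TNF-α, Nfkbia, which encodes the NF-κB inhibitor IκBα, rose by a log2 fold change of 1.28 (standard error 0.15, adjusted p = 2.2e-13 from edgeR). Over all genes, 57 passed for TNF-α from edgeR, 39 higher and 18 lower. DESeq2 with the same terms called 19. A fit with 1 library left out has TNF-α as its only term, and 0 genes passed in each of the 4 (26 to 90 at an unadjusted p under 0.05). All 4 libraries with that term alone gave 0 as well (21 at an unadjusted p under 0.05), so the loss cannot be put down to a missing library. With TNF-α as the only term the effect of TGF-β stays in the residual spread, so these fits cannot speak against the TNF-α response.
Across 13509 genes, which are not independent replicates, Pearson's r between the log2 folds of TGF-β over control and of costimulation over TNF-α was 0.875, Spearman's rho was 0.761 and the covariance was 1.29. Simulated unchanged libraries gave r near 0 for these pairs (-2.2e-04, covariance -2.8e-05). With both folds taken over the one control library, r was 0.949, rho 0.924 and the covariance 1.49, and the simulated values were 0.503 for r and 0.0703 for the covariance. Among genes with an RPKM above 2 with TGF-β or costimulation, the log2 folds without and with TNF-α differed by more than 1 for 42 genes, and in 37 of them the counting intervals did not overlap. This difference was not tested, since single libraries leave no spread for it. From the overlap of the lists, the paper concludes that the regulation by TGF-β was coherent after the proinflammatory stimulation.

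**Figure D2:**
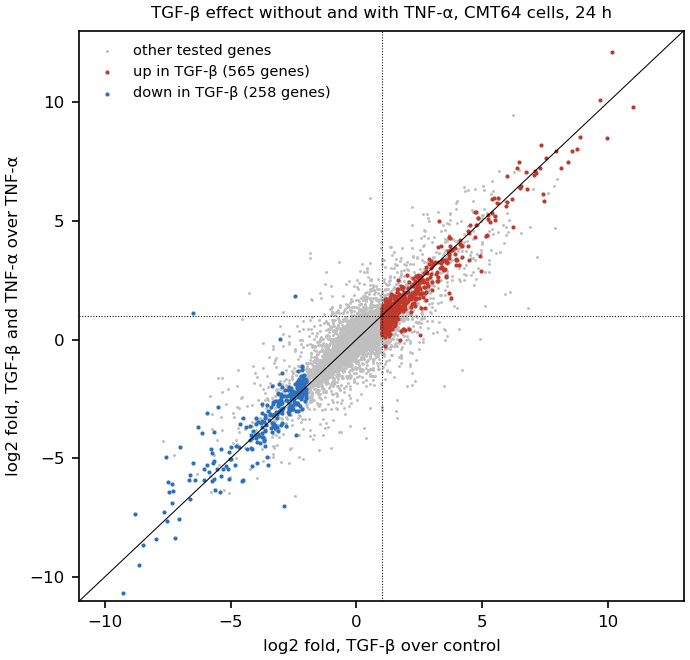
Log2 fold of TGF-β over control (horizontal axis) against log2 fold of costimulation over TNF-α (vertical axis), with 1 point per tested gene and 0 reads drawn at a floor of 3. Genes up in TGF-β are red and genes down in TGF-β are blue, dotted lines mark a log2 fold of 1 and the diagonal marks equal folds. Of the 565 genes in red, 383 also pass the threshold on the vertical axis.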

**Figure 2:**
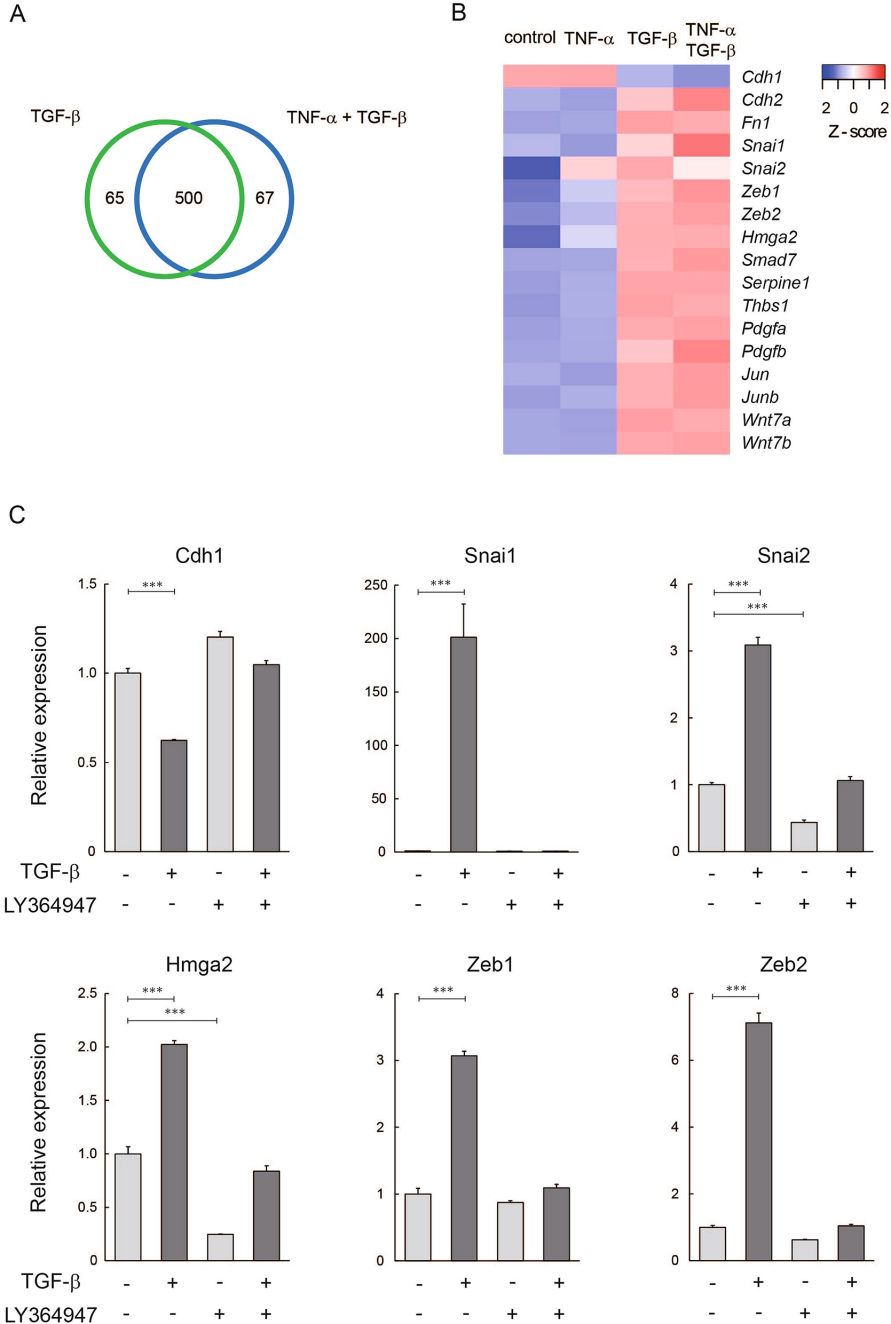
Gene expression profiling following TGF-β and/or TNF-α stimulation. (**A**) Venn diagram illustrating overlaps between genes upregulated by TGF-β alone and TGF-β/TNF-α costimulation in CMT64 cells. The threshold was set as fold change > 2 and RPKM > 2 in the group treated with TGF-β alone or both TGF-β and TNF-α. Numbers of identified genes are indicated. (**B**) Heatmap indicates relative expression levels of EMT markers (Cdh1, Cdh2, and Fn1), EMT-associated transcription factors (Snai1, Snai2, Zeb1, Zeb2, and Hmga2), and TGF-β target genes (Smad7, Serpine1, Thbs1, Pdgfa, Pdgfb, Jun, Junb, Wnt7a, and Wnt7b). CMT64 cells were treated with 5 ng/ml of TGF-β and/or 10 ng/ml TNF-α for 24 h. For the indicated genes, z-scores were calculated from RPKM values obtained by RNA-seq analysis. (**C**) Quantitative RT-PCR was performed for Cdh1 and EMT-associated transcription factors (Snai1, Snai2, Zeb1, Zeb2, and Hmga2) in CMT64 cells treated with 5 ng/ml of TGF-β for 24 h in the presence or absence of 3 μM of LY364947. Expression levels were normalized to that of Gapdh. Experiments were performed in triplicate. Error bars: SE.

To infer functional categories related to TGF-β-induced genes, we performed gene ontology analysis using the Enrichr webtool^14^. The molecular function terms included “transforming growth factor beta binding” and “integrin binding”, confirming the validity of the analyzed gene set (Supplementary Fig. S1).

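Genes whose products bind, store or release TGF-β family ligands were mostly higher in TGF-β-treated cells. Fstl3, a secreted antagonist of activins, had a fold of 13.2 (12.4 to 14.2) and rose with a log2 fold change of 3.76 (standard error 0.17, adjusted p = 9.8e-107 from edgeR). Cd109, a co-receptor that binds TGF-β, had a fold of 11.9 (9.42 to 15.2), and Lrrc32, which presents latent TGF-β at the cell surface, had one of 108 (29.6 to 898) from 2 reads in control. In the opposite direction, Tgfbr3 (betaglycan) had a fold of 0.0795 (0.0282 to 0.182). Of 25 measured genes of TGF-β binding and activation, 20 rose and 2 fell in edgeR (21 and 2 adjusted over the list alone), and 1 fell with limma and without the TGF-β or the costimulation library (2 in the single-term fit). Their median log2 fold of TGF-β over control was 1.30, percentile 100 among 10000 random lists of the same size and expression. Integrins moved in both directions. Itga5 and Itgb1, the chains of the fibronectin receptor, had folds of 3.82 (3.64 to 4.01) and 3.13 (3.08 to 3.17), and Itga11, a chain of a collagen receptor, had 32.1 (20.1 to 54.5). Itgb4, the chain of hemidesmosomes that binds laminin, had 0.304 (0.296 to 0.311), and Itga1, Itga7 and Itgb7 were also lower. Of 21 measured integrins, 10 rose and 5 fell, with the same counts adjusted over the list alone, and the median log2 fold was 0.51 (percentile 99.8).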

The predicted biological processes included “regulation of cell migration”, “extracellular matrix organization”, and “(positive) regulation of cell proliferation” (Supplementary Fig. S1).

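Collagens and enzymes of the matrix were mostly higher in TGF-β-treated cells. Col7a1, the collagen of anchoring fibrils, went from an RPKM of 0.372 to 52.2 and rose, with a fold of 141 (124 to 159). Col5a1, a fibrillar collagen, had a fold of 89.7 (74.0 to 109.7) and a log2 fold change of 6.35 (standard error 0.20, adjusted p = 2.7e-211 from edgeR), and Mmp10, a matrix metalloproteinase, had a fold of 75.5 (48.7 to 124). Of 20 measured collagens, 14 rose in edgeR, with the same count adjusted over the list alone, and 1 fell when the control library was left out (0 in the single-term fit) and with offsets for GC content and length. Among 23 genes of matrix crosslinking and remodelling, 16 rose and 2 fell (17 and 2 adjusted over the list alone), and 1 fell without the TGF-β or the costimulation library (2 in the single-term fit). The median log2 folds of TGF-β over control were 2.24 and 0.89, both at percentile 100 of 10000 random lists. The collagens were at a low level, with a median RPKM of 0.39 in control and 1.51 with TGF-β. Only 4 of the 20 were among the 565 genes up in TGF-β. For collagens with RPKM above 1 in either library the median log2 fold was 1.78. Genes of the contractile cytoskeleton, which serves cell migration, were mostly higher as well. Cald1 (caldesmon, which binds actin) had a fold of 5.21 (5.12 to 5.30), while Ezr, which links actin to the membrane of microvilli, had 0.365 (0.361 to 0.369) and Mylk, the myosin light chain kinase, 0.158 (0.138 to 0.179). Of 24 genes in this list, 16 rose and 3 fell (16 and 4 adjusted over the list alone), with a median log2 fold of 0.92 (percentile 100).
Among secreted growth factors, Wnt9a had a fold of 41.5 (28.4 to 63.3), and Fgf1 and Bmp4 were lower at 0.112 (0.104 to 0.121) and 0.540 (0.480 to 0.606). Of 36 growth factors, 19 rose and 5 fell in edgeR (20 and 5 adjusted over the list alone), with a median log2 fold of 1.08 (percentile 100). Ccne1 and Ccne2, the E-type cyclins of S-phase entry, had folds of 2.20 (1.97 to 2.47) and 1.81 (1.64 to 1.99). Of 32 cell cycle genes, 9 rose and 1 fell (8 and 1 adjusted over the list alone). Only 3 rose without the TGF-β library and 2 without the costimulation library, while 6 fell without the TNF-α library, 2 without the control library and 0 without the TGF-β or the costimulation library, against 9 up and 1 down in the single-term fit. With offsets for GC content and length 3 fell. Their median log2 fold was 0.10 for TGF-β over control (percentile 64.4 of random lists) and 0.22 for costimulation over TNF-α (percentile 99.2). In the cytostatic program of TGF-β, 4 of 12 genes rose and 3 fell (5 and 4 adjusted over the list alone; 5 fell without the TNF-α library and 4 in the single-term fit), with a median log2 fold of 0.03 (percentile 46.1), or -0.05 scaled by TMM. The inhibitor of cyclin-dependent kinases Cdkn1a (p21) fell, with a fold of 0.504 (0.490 to 0.518), as did Id1 and Id3, while the stress genes Gadd45a and Gadd45b rose. The list was not split by the program's direction for each gene, so its median does not show whether the program was active.

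**Figure D3:**
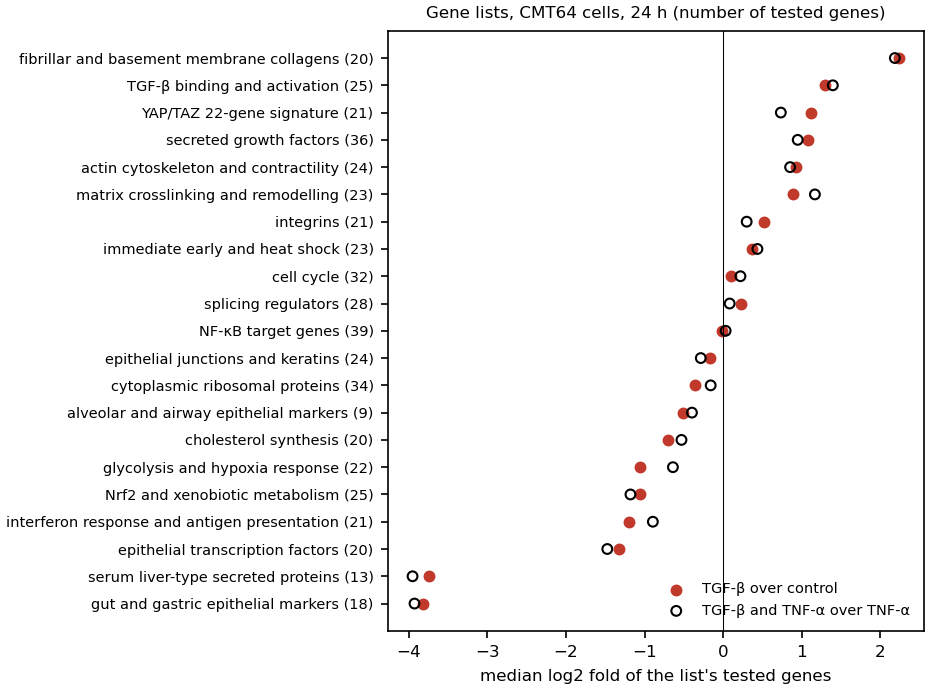
Median log2 fold of gene lists fixed beforehand, with 1 row per list. Filled symbols are TGF-β over control and open symbols are costimulation over TNF-α. The collagens, for example, sit at 2.24 and 2.18.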

RNA-seq results confirmed that Cdh1 encoding E-cadherin was downregulated while Cdh2 encoding N-cadherin and fibronectin (Fn1) were upregulated by TGF-β (Fig. 2B). 

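Cdh1 (ENSMUSG00000000303, chromosome 8 from 106603351 to 106670246 of mm10, plus strand) had an RPKM of 251 in control, 134 with TGF-β, 253 with TNF-α and 121 with both. The fold of TGF-β over control was 0.536 (0.530 to 0.542), and Cdh1 fell with a log2 fold change of -1.05 (standard error 0.12, adjusted p = 2.2e-16 from edgeR). Fn1 (ENSMUSG00000026193, chromosome 1 from 71585520 to 71653200 of mm10, minus strand) had 82.0, 635, 85.5 and 583 in the same order, a fold of 7.74 (7.68 to 7.81), and rose with a log2 fold change of 2.79 (standard error 0.12, adjusted p = 1.1e-109 from edgeR). Cdh2 (ENSMUSG00000024304, chromosome 18 from 16588877 to 16809246 of mm10, minus strand) was close to 0, with 3 reads in control, 17 with TGF-β, 2 with TNF-α and 21 with both. Its ratio of TGF-β to control was 5.26 (1.52 to 28.0), and its log2 fold change was 2.76 (standard error 0.80, adjusted p = 0.0025 from edgeR). Without the TNF-α library its adjusted p from edgeR was 0.0509, without the costimulation library 0.0702, and DESeq2 gave 0.177, against 0.0110 in the single-term fit (range over all alternatives 0.0023 to 0.222). Among the EMT markers as a group, 2 of 3 rose and 1 fell, adjusted over all genes and adjusted over the list alone, at a median log2 fold of 2.39 (percentile 99.8 of random lists). Only 1 rose with DESeq2, with unique reads, with limma on log2(RPKM + 1) and without the TNF-α or the costimulation library (2 in the single-term fit). That median is the value of Cdh2, and it was 1.03 for members with RPKM above 1. The paper names the 3 markers from the same libraries, so the percentile is not independent evidence.
Other genes of epithelial junctions and keratins moved both ways. Tjp3, a scaffold protein of tight junctions, had a fold of 0.122 (0.114 to 0.131), and Krt19, a keratin of simple epithelia, had 0.300 (0.296 to 0.303). Pkp1, a plaque protein of desmosomes, had 24.5 (13.8 to 47.9) and Cldn6, a claudin, 1.70 (1.59 to 1.81). Of 24 measured genes, 10 fell and 3 rose in edgeR, with the same counts adjusted over the list alone. Their median log2 fold was -0.17 for TGF-β over control (percentile 5.49) and -0.29 for costimulation over TNF-α (percentile 0.110).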

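Snai1, a zinc-finger repressor of Cdh1, had an RPKM of 0.131 in control and 0.585 in TGF-β-treated cells, from 16 and 77 reads, and rose with a log2 fold change of 2.98 (standard error 0.46, adjusted p = 1.1e-09 from edgeR). Zeb1 and Zeb2, repressors of epithelial genes, had folds of 2.62 (2.47 to 2.78) and 5.85 (5.30 to 6.47), and Hmga2, a chromatin architectural protein, had 2.98 (2.93 to 3.04). Snai2 had 3.32 in control, 5.88 with TGF-β, 5.33 with TNF-α and 4.98 with both. Its fold was 1.77 (1.59 to 1.98) over control and 0.933 (0.845 to 1.03) for costimulation over TNF-α, and over both backgrounds its log2 fold change was 0.29 (standard error 0.16, adjusted p = 0.154 from edgeR). Without the TNF-α library the adjusted p of Snai2 from edgeR was 0.0025, against 0.372 in the single-term fit (range over all alternatives 0.0025 to 0.835). Thus 4 of 5 EMT-associated transcription factors rose, adjusted over all genes and adjusted over the list alone, with a median log2 fold of 1.58 (percentile 99.9 of random lists). The paper names these 5 as increased in the same libraries, so the percentile is not independent evidence.
Among target genes of TGF-β, Wnt7a, a secreted Wnt ligand, had a fold of 15.1 (13.7 to 16.7) and Pdgfa, a ligand of platelet-derived growth factor receptors, 12.9 (11.9 to 14.0). Thbs1 followed at 10.7 (10.5 to 11.0), then Wnt7b at 5.51 (5.21 to 5.83), Jun at 4.21 (4.05 to 4.37), Junb at 3.38 (3.31 to 3.44), Smad7 at 2.30 (2.22 to 2.38) and Pdgfb at 1.99 (1.91 to 2.07), and each of these rose in edgeR. Among 10 genes of Smad feedback, 6 rose and 1 fell (6 and 1 adjusted over the list alone), with a median log2 fold of 0.72 (percentile 99.9). Ldlrad4 and Pmepa1, which both restrain Smad signaling, had folds of 18.1 (14.3 to 23.3) and 5.12 (5.01 to 5.22), and 0 of the group fell in the single-term fit, with DESeq2, with limma, with no filter, with offsets for GC content and length, or without the control, the TGF-β or the costimulation library.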

We also noted increased expression levels of EMT-associated transcription factors (Snai1, Snai2, Zeb1, Zeb2, and Hmga2) and previously characterized TGF-β target genes (Smad7, Serpine1, Thbs1, Pdgfa, Pdgfb, Jun, Junb, Wnt7a, and Wnt7b) in TGF-β-treated CMT64 cells, and these results were in accordance with our previous observation in A549 human lung cancer cells^7,15^ (Fig. 2B).

We next validated TGF-β-mediated expression changes in Cdh1 and EMT-associated transcription factors. Quantitative RT-PCR analyses revealed that Cdh1 was downregulated whereas Snai1, Snai2, Zeb1, Zeb2, and Hmga2 were induced by TGF-β (Fig. 2C). Importantly, these effects were abrogated by TGF-β signaling inhibition by LY364947 pretreatment (Fig. 2C). TGF-β-mediated upregulation of soluble factors (Pdgfa, Pdgfb, Wnt7a, and Wnt7b) was also validated by quantitative RT-PCR (Supplementary Fig. S2). These results suggested that this cell line shows the typical EMT-related gene expression profile in response to TGF-β treatment.

### TGF-β-mediated EMT is accompanied by enhanced activity of Tead transcription factors

To identify common regulatory elements of TGF-β-induced genes identified in the RNA-seq data, we performed a motif analysis. Strikingly, recognition sequences for TEAD family transcription factors were enriched in the promoter regions of TGF-β-induced genes and were ranked within the top 10 as determined by p-value sorting (Fig. 3A). The RNA-seq data also indicated that transcript levels of Tead transcription factors increased by TGF-β stimulation. Among them, the expression level of Tead2 was prominent in CMT64 cells and was clearly upregulated by TGF-β (Supplementary Fig. S3).

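Tead1 to Tead4 encode the DNA-binding partners of Yap and Taz. Tead3 had an RPKM of 7.78 in control, 15.9 with TGF-β, 6.72 with TNF-α and 15.5 with both, a fold of 2.04 (1.93 to 2.16), and rose with a log2 fold change of 1.05 (standard error 0.15, adjusted p = 5.0e-11 from edgeR). Tead1 had 5.20, 8.71, 6.88 and 8.01 in the same order. Its fold was 1.68 (1.61 to 1.74) over control and 1.16 (1.12 to 1.21) for costimulation over TNF-α, with a log2 fold change of 0.41 (standard error 0.15, adjusted p = 0.0188 from edgeR). Tead4 had 8.77, 4.68, 8.18 and 3.87, a fold of 0.533 (0.499 to 0.570), and fell with a log2 fold change of -1.06 (standard error 0.15, adjusted p = 3.5e-11 from edgeR). The call of Tead1 was lost already in the single-term fit (adjusted p = 0.0563 from edgeR), and also without the TGF-β library (adjusted p = 0.320) and without the costimulation library (adjusted p = 0.126), within a range of 3.8e-05 to 0.32 over the alternatives. Together with Yap1 and Wwtr1, 3 of 6 genes rose and 1 fell in edgeR (4 and 1 adjusted over the list alone), with a median log2 fold of 0.62 (percentile 99.3 of random lists), and 0.24 for costimulation over TNF-α (percentile 89.6).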

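Tead2 (ENSMUSG00000030796, chromosome 7 from 45215753 to 45233644 of mm10, plus strand) had the highest RPKM of the 4 family members in each library, at 32.5 in control, 69.3 with TGF-β, 30.2 with TNF-α and 69.8 with both. Its fold was 2.13 (2.08 to 2.19) for TGF-β over control and 2.31 (2.25 to 2.38) for costimulation over TNF-α. It rose over both backgrounds with a log2 fold change of 1.08 (standard error 0.14, adjusted p = 1.0e-13 from edgeR).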

**Figure 3:**
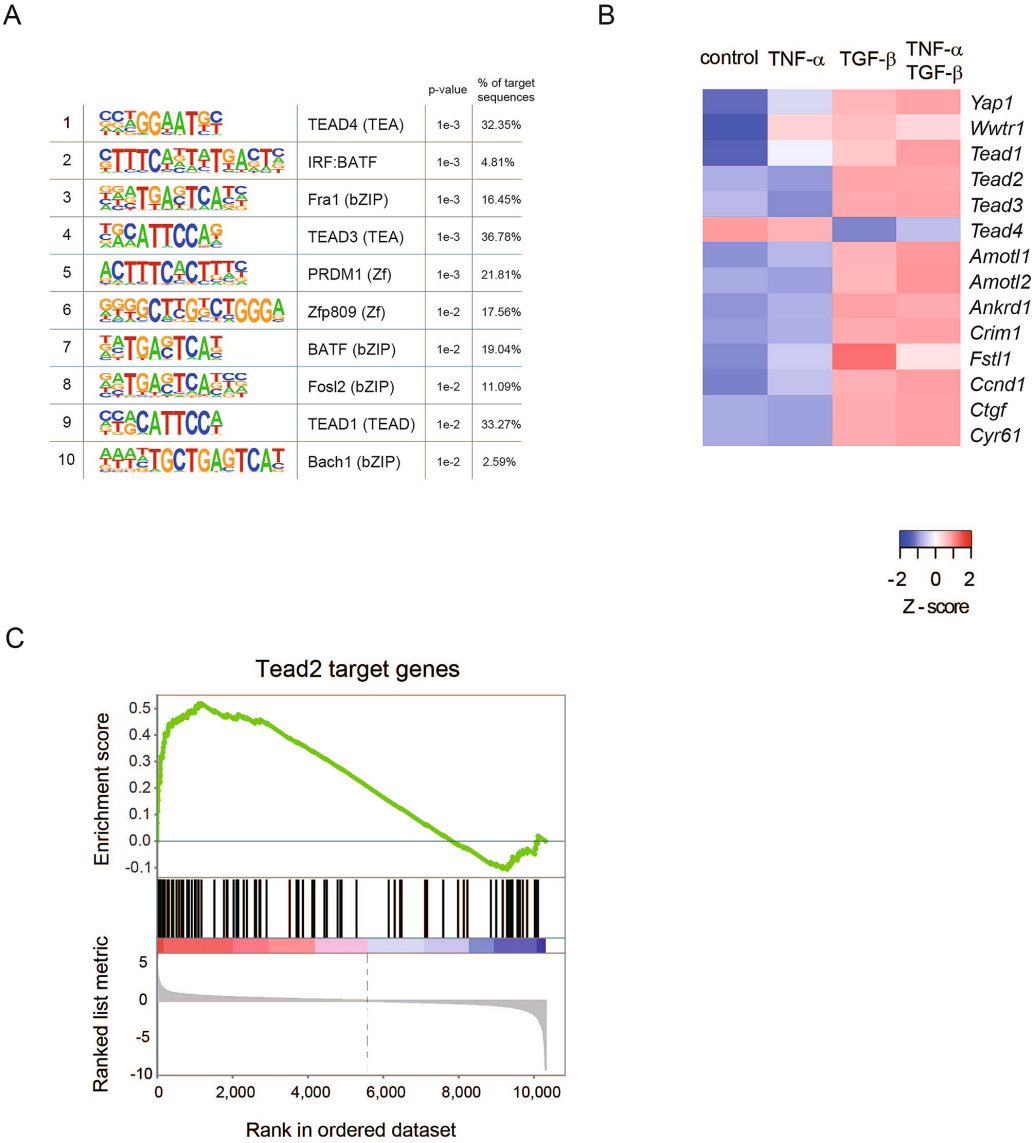
TGF-β-mediated EMT is accompanied by enhanced activity of Tead transcription factors. (**A**) Three known recognition sequences for TEAD transcription factors were among top 10 enriched motifs at the promoters of genes induced by TGF-β. Genes without changes upon TGF-β treatment were used as backgrounds. Percentage of genes that have the indicated motif is shown. (**B**) Heatmap indicates relative expression levels of Yap/Taz signaling components (Yap1, Wwtr1, Tead1, Tead2, Tead3, and Tead4) and Yap/Taz target genes (Amotl1, Amotl2, Crim1, Fstl1, Ccnd1, Ctgf, and Cyr61). CMT64 cells were treated with 5 ng/ml of TGF-β and/or 10 ng/ml TNF-α for 24 h. For the indicated genes, z-scores were calculated from RPKM values obtained by RNA-seq analysis. (**C**) Gene set enrichment analysis was performed to examine the enrichment of Tead2 target gene signature in TGF-β-induced genes in CMT64 cells.

Tead transcription factors are known to interact with transcriptional co-activators, Yap (encoded by Yap1) and Taz (encoded by Wwtr1), which are reportedly implicated in the regulation of EMT^16^. 

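Yap1 and Wwtr1 (Taz) encode the transcriptional coactivators of the Hippo pathway. Yap1 had an RPKM of 30.6 in control cells, 43.0 with TGF-β, 35.1 with TNF-α and 41.9 with both. Its fold was 1.40 (1.37 to 1.44) for TGF-β over control and 1.20 (1.17 to 1.23) for costimulation over TNF-α, and its log2 fold change over both backgrounds was 0.31 (standard error 0.14, adjusted p = 0.0693 from edgeR). Wwtr1 had 15.2, 17.4, 17.4 and 17.7 in the same order, with folds of 1.14 (1.10 to 1.18) and 1.02 (0.981 to 1.05) and a log2 fold change of 0.04 (standard error 0.15, adjusted p = 0.874 from edgeR). Scaled within bins of GC content and transcript length, the log2 fold of Wwtr1 over control was -0.11. Neither gene passed the test at an adjusted p under 0.05. Yap1 passed in edgeR without the control library (adjusted p = 0.0299) and without the TNF-α library (adjusted p = 5.1e-04), against 0.0560 in the single-term fit, and with limma at both pseudocounts, within a range of 5.1e-04 to 0.395 over the alternatives.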

Interestingly, transcript levels of Yap1 and Wwtr1 also tended to increase by TGF-β stimulation (Fig. 3B). 

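Ctgf and Cyr61, secreted matricellular proteins of the CCN family, had folds of 13.3 (12.9 to 13.6) and 7.05 (6.76 to 7.36) with TGF-β over control. Ankrd1, an ankyrin repeat protein, had 9.97 (9.32 to 10.7), the transmembrane protein Crim1 4.82 (4.70 to 4.94), and the angiomotin-like proteins Amotl1 and Amotl2 3.62 (3.50 to 3.74) and 1.67 (1.62 to 1.72). Ccnd1 (cyclin D1) had 1.72 (1.70 to 1.74). All 7 of these rose in edgeR, over all genes and adjusted over the list alone, Ctgf with a log2 fold change of 3.66 (standard error 0.14, adjusted p = 2.9e-147 from edgeR) and Ccnd1 with one of 0.59 (standard error 0.12, adjusted p = 1.0e-05 from edgeR). Fstl1 had 0 reads in control, 8 with TGF-β, 3 with TNF-α and 13 with both, too few to be tested with all 4 libraries, and was at least 2.47-fold higher with TGF-β against a floor of 3 reads. Without the TNF-α library it was tested and rose (adjusted p = 0.0308 from edgeR), while without the control or the TGF-β library, or with no filter, it was tested and did not pass. The median log2 fold of the 7 tested genes was 2.27, percentile 100 of 10000 random lists. The paper names these genes as upregulated in the same libraries, so the percentile is not independent evidence. Of 21 measured genes of a 22-gene YAP/TAZ signature, 17 rose and 1 fell, with the same counts adjusted over the list alone, at a median log2 fold of 1.11 (percentile 100). The one that fell was Myof, a membrane repair protein, with a log2 fold change of -0.46 (standard error 0.12, adjusted p = 6.0e-04 from edgeR), and 0 fell without the costimulation library (1 in the single-term fit).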

In accordance, previously characterized Yap/Taz target genes (Amotl1, Amotl2, Ankrd1, Crim1, Fstl1, Ccnd1, Ctgf, and Cyr61)^17^ were upregulated by TGF-β (Fig. 3B). A recent report has shown that TGF-β-mediated Tead2 upregulation could contribute to EMT in mouse breast cancer cells^18^. Gene set enrichment analysis indicated that previously identified Tead2 target genes^18^ were enriched among TGF-β-induced genes in CMT64 cells (Fig. 3C).

### Differential splicing is induced by TGF-β in CMT64 cells

To gain deeper insights into the transcriptional changes induced by TGF-β, we aimed to identify alternative splicing in CMT64 cells using the RNA-seq data. Comprehensive profiling of alternative transcripts was performed using the rMATS protocol^19^. 

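Supplementary Table S2 lists 256 exon skipping events in 235 genes with the junction reads of the control and the TGF-β library. Genes of the cytoskeleton were among the events with the most reads. Inclusion of exons of Tpm1 (tropomyosin) went from 14.4% to 47.5% and from 65.1% to 33.3%, of Actn1 (an actin crosslinker) from 96.1% to 72.4%, and of Slk (a kinase of the cytoskeleton) from 77.0% to 31.1%. For Fn1 an exon went from 31.6% to 63.5%, and for the adhesion molecules Clstn1 and Fat1 inclusion went from 49.2% to 96.9% and from 17.8% to 48.1%. Inclusion is the share of the listed inclusion reads among inclusion and skipping reads. An included exon gives reads at both of its junctions, so this share overstates the part of the transcripts that hold the exon. Fisher's exact test (two-sided, adjusted by Benjamini-Hochberg over the 256 events) passed for 50 events in 47 genes, with less inclusion after TGF-β in 28 and more in 22. It compares the 2 libraries, not the conditions. All 35 events with at least 20 junction reads in each library passed, and 206 events did not pass. The paper lists these events from its own test on the same 2 libraries (FDR at most 0.0478), so a pass here is not independent evidence.
Among regulators of splicing, Esrp2 and Rbm47, which promote epithelial splicing, had folds of 0.598 (0.576 to 0.622) and 0.460 (0.439 to 0.482), and Celf4, an RNA-binding protein, had 0.160 (0.144 to 0.178). Rbms3 and Qk, RNA-binding proteins too, had 3.27 (2.88 to 3.72) and 1.90 (1.84 to 1.96). Of 28 such genes, 3 rose and 3 fell in edgeR (2 and 3 adjusted over the list alone), with a median log2 fold of 0.23 (percentile 94.6 of random lists). Without the TNF-α library 12 rose and 5 fell, and without the control library 6 fell, against 2 up and 3 down in the single-term fit. With limma 6 or 5 rose, by pseudocount, and with offsets for GC content and length 5 fell.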

Among the profiled transcripts, we noted that TGF-β elicits alternative splicing of several genes involved in ECM-cell interaction, cell junction, and cytoskeletal organization (Supplementary Table S2).

Epithelial isoforms of the cell surface protein Cd44 (Cd44v) contain variant exons with different combinations whereas the mesenchymal (standard) isoform (Cd44s) is devoid of all variant exons. 

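In Cd44, Supplementary Table S2 lists an exon of 207 bases on chromosome 2 from 102831330 to 102831536 of mm10, minus strand. Its share of inclusion reads was 60.4% in control cells (95% Wilson interval 53.4% to 67.1%, 116 inclusion and 76 skipping reads) and 17.6% in TGF-β-treated cells (13.6% to 22.5%, 49 and 229 reads). The paper's inclusion level, from normalized counts, was 0.39 in control and 0.082 with TGF-β. The reads of the 2 libraries differed by Fisher's exact test (adjusted p = 2.5e-20 over the 256 events). The level of Cd44 as a whole, an adhesion receptor for hyaluronan, was 30.6 RPKM in control and 35.8 with TGF-β, a fold of 1.17 (1.14 to 1.20), with a log2 fold change over both backgrounds of 0.05 (standard error 0.14, adjusted p = 0.818 from edgeR). Without the TNF-α library this p was 0.0479, against 0.826 in the single-term fit (range over the alternatives 0.0479 to 0.982), and scaled within bins of GC content and transcript length the log2 fold of TGF-β over control was -0.17.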

TGF-β elicited isoform switching of Cd44 mRNA from Cd44v7-10 to CD44s and the expression levels of exon 12 to exon 15 were reduced by TGF-β (Fig. 4A). TGF-β-mediated downregulation of Cd44 exon 13 was confirmed by quantitative RT-PCR, indicating the epithelial–mesenchymal switch of Cd44 (Fig. 4B).

**Figure 4:**
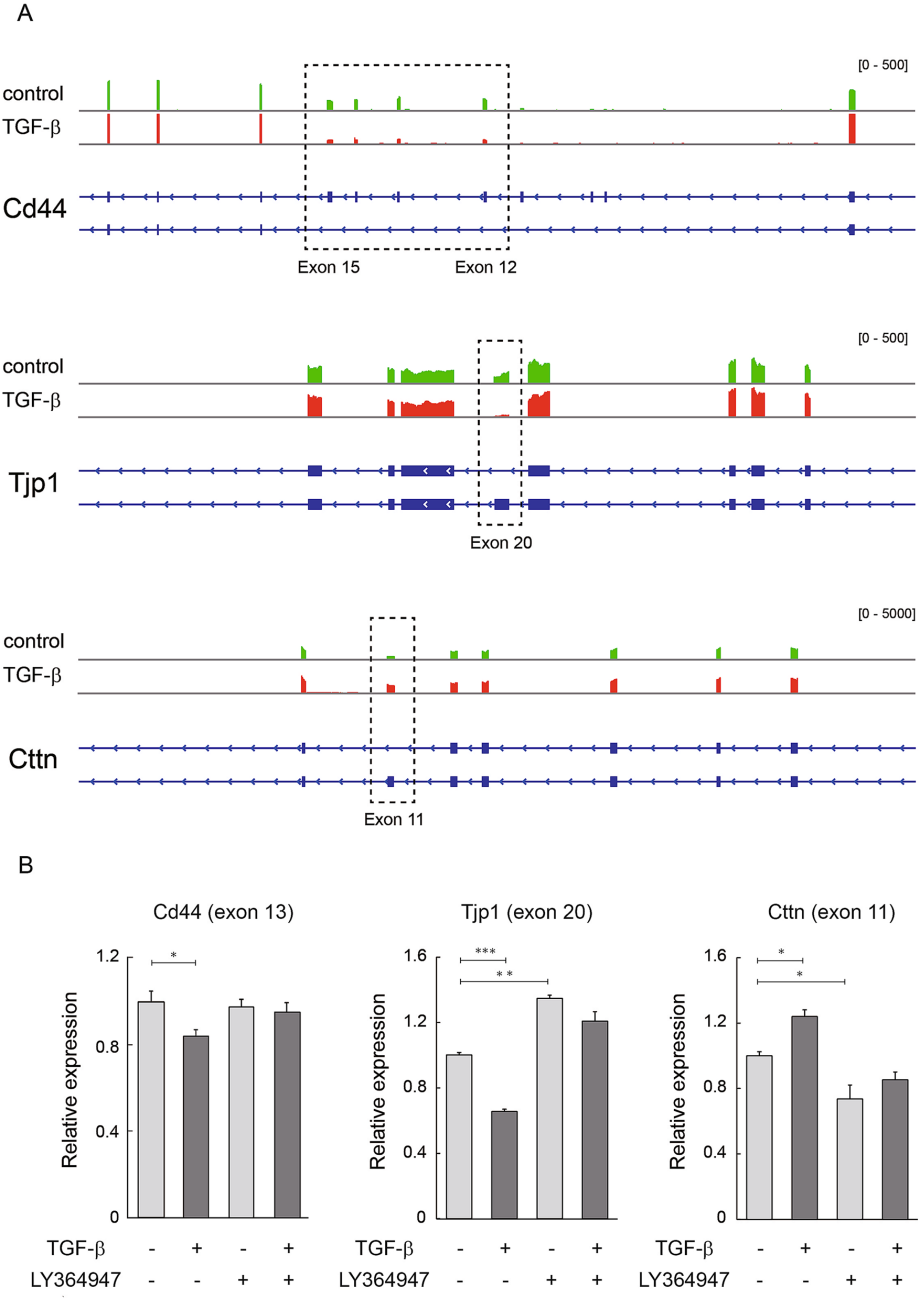
Differential splicing is induced by TGF-β in CMT64 cells. (**A**) Alternative transcripts for genes involved in ECM-cell interactions (Cd44), cell junction (Tjp1), and cytoskeletal organization (Cttn). Dotted square indicates the exons of alternative splicing by TGF-β treatment. Expression levels determined by RNA-seq in CMT64 cells cultured with or without 5 ng/ml of TGF-β for 24 h were shown by Integrative Genomics Viewer. (**B**) Quantitative RT-PCR was performed for Cd44 exon 13, Tjp1 exon 20, and Cttn exon 11 in CMT64 cells treated with 5 ng/ml of TGF-β for 24 h in the presence or absence of 3 μM of LY364947. LY364947 or DMSO was added 1 h before TGF-β treatment. Expression levels were normalized to that of Gapdh. Error bars: SE.

Similarly, TGF-β treatment led to an increase in variant transcripts of the tight junction protein 1 (Tjp1, also known as ZO-1) devoid of exon 20 in CMT64 cells (Fig. 4A). 

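Tjp1 encodes ZO-1, a scaffold protein of tight junctions, and its exon has 240 bases and lies on chromosome 7 from 65314093 to 65314332 of mm10, minus strand. It was included in 82.1% of the junction reads of control cells (95% Wilson interval 77.2% to 86.1%, 229 inclusion and 50 skipping reads) and in 34.6% of those of TGF-β-treated cells (27.7% to 42.2%, 56 and 106 reads). The paper's inclusion level, from normalized counts, was 0.637 in control and 0.168 with TGF-β. Fisher's exact test between the libraries gave an adjusted p = 3.0e-22. The RPKM of the whole gene was 23.8 in control and 25.3 with TGF-β, a fold of 1.07 (1.04 to 1.09), and 31.4 and 22.2 with TNF-α and both. Its log2 fold change was -0.27 (standard error 0.14, adjusted p = 0.104 from edgeR), and without the control library the adjusted p from edgeR was 8.0e-04, against 0.156 in the single-term fit, and with offsets for GC content and length 7.9e-07 (the highest over the alternatives was 0.611). The log2 fold of TGF-β over control was -0.42 when scaled within bins of GC content and transcript length.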

A previous report demonstrated that exon 20 skipping of Tjp1 enhances cytoskeletal alterations during EMT in A549 cells^20^. Quantitative RT-PCR confirmed that the expression level of Tjp1 exon 20 decreased by TGF-β stimulation (Fig. 4B).

Cortactin (Cttn) acts as an actin assembly protein and regulates cytoskeletal dynamics. It has been reported that cells expressing Cttn splicing variants that lack exon 11 show reduced cell migration^21^. Consistent with the observation that TGF-β promoted cell scattering (Fig. 1B), the expression levels of Cttn exon 11 increased by TGF-β stimulation in CMT64 cells and this effect was confirmed by quantitative RT-PCR (Fig. 4B).

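The exon of Cttn has 111 bases and lies on chromosome 7 from 144450978 to 144451088 of mm10, minus strand. Its share of inclusion reads was 49.6% in control cells (95% Wilson interval 46.1% to 53.2%, 375 inclusion and 381 skipping reads) and 82.9% after TGF-β (80.7% to 85.0%, 1002 and 206 reads), with an adjusted p = 5.4e-53 from Fisher's exact test between the libraries. The paper's inclusion level, from normalized counts, was 0.361 in control and 0.736 with TGF-β. Cttn as a whole, which encodes the actin-binding protein cortactin, had an RPKM of 124 in control and 157 with TGF-β, and a log2 fold change of 0.24 (standard error 0.13, adjusted p = 0.128 from edgeR). Without the control library that p was 0.0186, against 0.106 in the single-term fit, and with offsets for GC content and length 0.0016 (the highest over the alternatives was 0.64).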

### TGF-β promotes cell growth and tumorigenesis of CMT64 cells

TGF-β generally exerts an inhibitory effect on epithelial cell proliferation^22^ and conceptually TGF-β acts as a tumor suppressor in the early stage of tumorigenesis. Conversely, in advanced stages, TGF-β promotes cancer progression by both cell-autonomous mechanisms and modulations of the tumor microenvironment^23^. Although molecular mechanisms of EMT have been widely studied, it is poorly understood whether and how TGF-β-mediated EMT is connected to cancer cell proliferation.

In CMT64 cells, TGF-β slightly enhanced cell growth and this effect was inhibited by LY364947 (Fig. 5A). To test whether TGF-β could influence tumor formation in syngeneic mice, CMT64 cells treated with or without TGF-β were subcutaneously transplanted into C57BL/6 mice. Tumors derived from untreated CMT64 cells showed histological appearances of differentiated adenocarcinoma and we did not find an apparent morphological difference between the tumors derived from untreated and TGF-β-treated cells (Fig. 5B).

**Figure 5:**
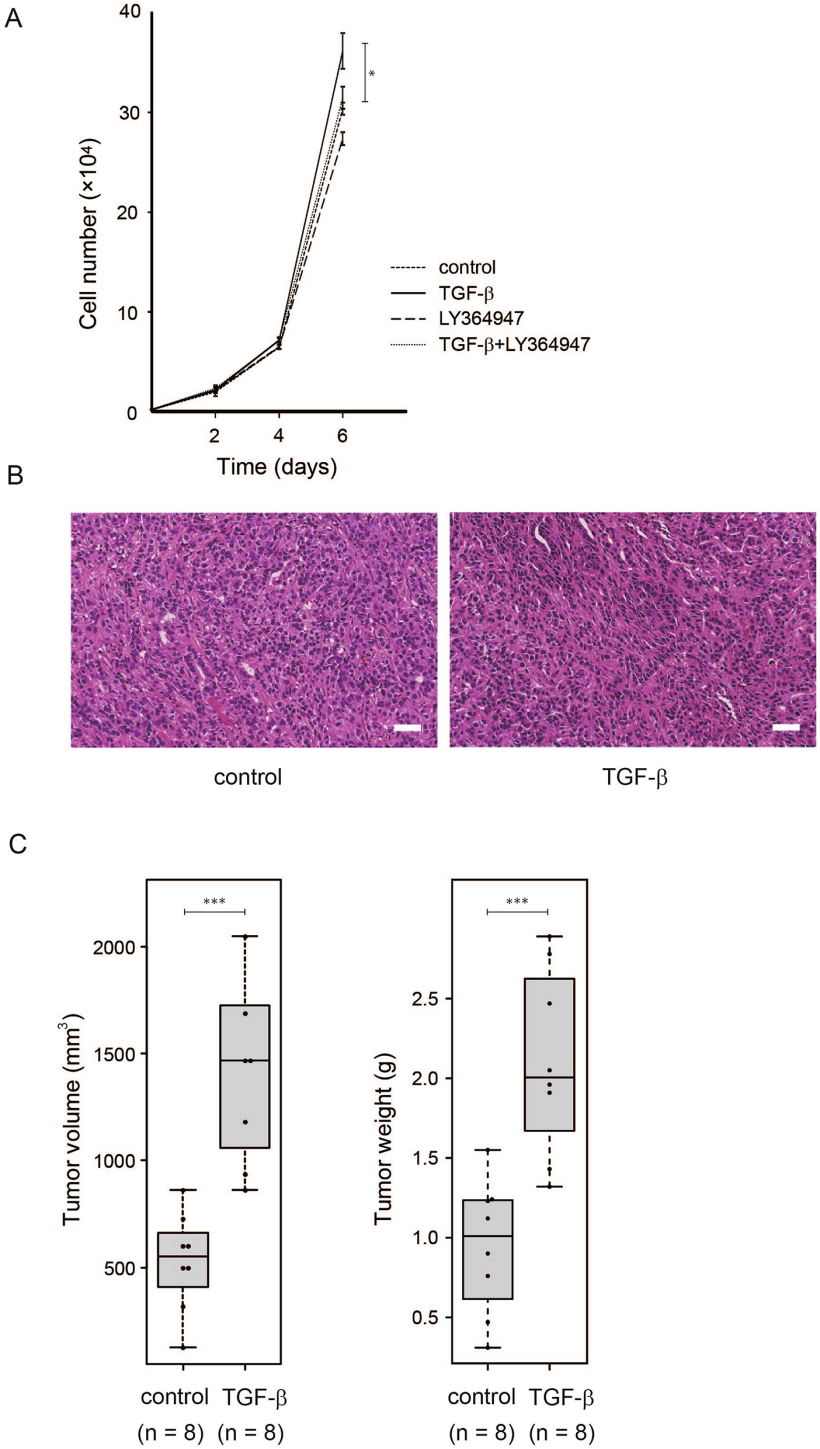
TGF-β enhances cell growth and tumorigenesis of CMT64 cells. (**A**) Cell count of CMT64 cells on days 2, 4, and 6 after 5 ng/ml of TGF-β stimulation are shown. (**B**) Hematoxylin & eosin staining image of tumors derived from CMT64 cells. CMT64 cells treated with or without 5 ng/ml of TGF-β for 96 h were injected subcutaneously into C57BL/6 mice. CMT64 cells were exposed to TGF-β only at the pre-transplant stage. The tumor was harvested after 26 d after subcutaneous injection of 1 × 10^7^ CMT64 cells. Bar: 50 μm. (**C**) CMT64 cells treated with or without 5 ng/ml of TGF-β for 96 h were injected subcutaneously into C57BL/6 mice. Tumor volume and tumor weight were measured after 17 days. Eight mice were used in both groups. P < 0.05 for each measurement; Student’s t-test.

In accordance with the results of cell culture experiments (Fig. 5A), TGF-β-treated CMT64 cells formed statistically larger tumors in size and weight compared to untreated cells (Fig. 5C). Because CMT64 cells were treated with TGF-β prior to transplantation, TGF-β-induced EMT might lead to a growth advantage at the initial stage of tumorigenesis after subcutaneous injection into mice.

### Clinical relevance of TGF-β-mediated EMT in lung cancer

By analyzing the RNA-seq data of CMT64 cells treated with TGF-β, we identified 565 genes upregulated by TGF-β using the threshold of fold change > 2 and RPKM > 2 in TGF-β-treated cells. On the other hand, 260 genes were found to be downregulated by TGF-β using the threshold of fold change < 0.25 and RPKM > 1 in untreated cells. Among them, we could identify 520 upregulated and 228 downregulated human orthologs (Supplementary Table S3). 

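Markers of stomach and gut epithelium were abundant in the RNA of untreated CMT64 cultures and far lower with TGF-β. Tff1, a trefoil peptide of gastric mucus, had an RPKM of 1465 in control and 9.27 with TGF-β, a fold of 0.00633 (0.00569 to 0.00702). Tff3, the trefoil peptide of goblet cells, had 982 reads in control and 0 with TGF-β, at least 352.9-fold lower against a floor of 3 reads. Muc4, a membrane mucin, had a fold of 0.00400 (0.00183 to 0.00761), and Vil1 (villin of the brush border) one of 0.0295 (0.0249 to 0.0347). In contrast, Ctse, a gastric protease, had 12.0 (11.2 to 12.8). Of 18 gut and gastric markers, 15 fell and 2 rose in edgeR (15 and 3 adjusted over the list alone), with a median log2 fold of -3.82 (percentile 0 of random lists). Transcription factors of epithelial identity were lower too, with 15 of 20 down and 1 up (16 and 1 adjusted over the list alone; 2 up with offsets for GC content and length and without the control library, 1 in the single-term fit) and a median log2 fold of -1.33 (percentile 0). Nkx2-1, the regulator of lung identity, had 189 reads in control and 1 with TGF-β, a ratio of 0.00491 (1.24e-04 to 0.0277). Of 9 alveolar and airway markers, 5 fell and 2 rose (6 and 2 adjusted over the list alone), and 3 fell without the TGF-β or the costimulation library (4 in the single-term fit). The water channel Aqp5 was lower with a fold of 0.300 (0.290 to 0.310) and Foxj1, a factor of ciliated cells, higher with 1.81 (1.71 to 1.92), the median log2 fold of the list being -0.51 (percentile 1.15). Genes of proteins that the liver secretes into serum followed the gut markers, with 10 of 13 down and 1 up (10 and 1 adjusted over the list alone; 0 up in the single-term fit, as without the control, the TGF-β or the costimulation library) and a median log2 fold of -3.74 (percentile 0).
With 0 reads counted as 3, the lowest folds among the 260 genes under the rule for named genes were those of Igfbp5, Lrrc26, Bcas1, Tff3 (a bound), Muc4, Apoc2, Fut2, Depp1, Krt4 and Fbp2. Depp1, a gene induced by fasting and FoxO factors, had an RPKM of 112 in control and 0.616 with TGF-β, a log2 fold change of -7.63 (standard error 0.22, adjusted p = 1.4e-256 from edgeR). Bcas1, a gene amplified in breast carcinomas, went from 67.0 to 0.167. The median fold of the 260 genes was 0.117, 255 of them fell in edgeR, and in 229 the counting interval lay wholly under 0.25. These genes were picked by their fold in 2 of the same libraries, so neither count is independent evidence. In costimulated over TNF-α-treated cells 234 genes passed the same threshold, 200 of them among the 260.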

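By spelling, 511 of the 520 upregulated and 222 of the 228 downregulated symbols of Supplementary Table S3 matched a mouse gene in the files. All 511 matched upregulated genes were among the 565, such as Inhba, which encodes the chain of activin A, at a fold of 11.8 (10.9 to 12.8), and Adam8, a membrane metalloproteinase, at 17.2 (15.3 to 19.5). Of the downregulated genes 221 were among the 260, such as Erbb3, a receptor tyrosine kinase. The exception was Terf1, a telomere protein, with an RPKM of 6.87 in control and 7.99 with TGF-β, a fold of 1.16 (1.08 to 1.26). In edgeR 510 of the 511 rose and 221 of the 222 fell, with the same counts adjusted over the list alone. The study chose both lists on these libraries, so neither count is independent evidence of their direction.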

We calculated TGF-β-induced gene signature score (hereafter referred to as TGF-β score) by subtracting the average expression level of downregulated genes from that of upregulated genes. We did not find any correlations between TGF-β scores and evaluated clinical parameters (sex, age, smoking status, stage at diagnosis, and performance status) (Supplementary Table S4).

To further explore clinical relevance of TGF-β score derived from TGF-β-treated CMT64 cells, we compared it with EMT and ECM scores based on EMT and ECM gene signatures reported by Mak et al. and Chakravarthy et al., respectively (Supplementary Table S3)^24,25^. 

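Adam12, a membrane metalloproteinase, had a fold of 134 (88.6 to 215) with TGF-β over control, Col1a1, the main chain of type I collagen, 23.0 (19.8 to 26.8), and Timp1, an inhibitor of metalloproteinases, 2.56 (2.38 to 2.76). Htra1, a secreted serine protease, had 5.63 (5.43 to 5.83) and Sparc, which binds collagen, 3.11 (3.01 to 3.21). From the 30 ECM-upregulated genes in Supplementary Table S3, 29 matched a mouse gene by spelling, and 7 were among the genes with fold > 2 and RPKM > 2 (Adam12, Adam8, Col1a1, Col5a1, Col7a1, Fn1 and Timp1). Only 12 of them had an RPKM above 2 with TGF-β and could have passed, out of 9520 genes (odds ratio 22.5, Fisher's exact test, two-sided, adjusted p = 3.0e-06 over 4 lists). For the 52 mesenchymal markers the overlap was 10 genes (Adam12, Angptl2, Cald1, Col1a1, Col5a1, Fn1, Htra1, Inhba, Sparc and Zeb2), with 19 that could have passed (odds ratio 17.9, adjusted p = 1.1e-07 from the same Fisher's exact test). A gene with a control RPKM under 1 enters this background only if it rose more than 2-fold. The measured genes of either list had a median control RPKM of 0.41, so the background itself can raise both odds ratios, and the p-values are not a fair measure of the overlap. In the additive test, 15 of 19 measured ECM-upregulated genes rose, with the same count adjusted over the list alone, and 25 of 37 mesenchymal markers rose and 5 fell (26 and 5 adjusted over the list alone). Their median log2 folds were 1.61 and 2.38 (percentiles 100 and 100 of random lists). Nid2, a basement membrane protein, and Pcolce, an enhancer of collagen processing, were among those that fell, with folds of 0.181 (0.148 to 0.220) and 0.429 (0.411 to 0.448). The 13 induced genes named in Supplementary Fig. S4, which were chosen on these libraries and are not independent evidence, all rose, also adjusted over the list alone.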

Seven of 30 ECM-upregulated genes and 10 of 52 mesenchymal markers were found to be upregulated by TGF-β in CMT64 cells. On the other hand, one of 28-ECM downregulated genes and two of 25 epithelial markers were downregulated by TGF-β in CMT64 cells (Supplementary Fig. S4).

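Tnxb, a tenascin of the matrix, was the ECM-downregulated gene among the 260, with a fold of 0.158 (0.149 to 0.167) and a log2 fold change of -2.73 (standard error 0.16, adjusted p = 1.9e-61 from edgeR). The epithelial markers among them were Atp8b1, a phospholipid flippase of apical membranes, with a fold of 0.0835 (0.0606 to 0.113), and Erbb3, which fell by a log2 fold change of -3.50 (standard error 0.17, adjusted p = 1.0e-91 from edgeR). Several members went the other way, Fgf2, a fibroblast growth factor, with a fold of 9.55 (7.96 to 11.5) and Galnt3, a glycosyltransferase of mucin-type sugars, with 2.99 (2.86 to 3.13). All 28 ECM-downregulated and 25 epithelial symbols matched a mouse gene. An overlap of 1 gene, with 7 that had a control RPKM above 1 and could have passed out of 10321, gave an odds ratio of 6.47 (adjusted p = 0.164 from Fisher's exact test), and one of 2 genes with 18 that could have passed gave 4.87 (adjusted p = 0.099). Neither overlap passed the test. Of the ECM-downregulated genes Cyr61, Ctgf and Fgf2, and of the epithelial markers Cldn4 and Galnt3, were among the genes up in TGF-β. In edgeR 6 of 16 measured ECM-downregulated genes rose and 1 fell (7 and 1 adjusted over the list alone; 2 fell with offsets for GC content and length and without the control library, 1 in the single-term fit), with a median log2 fold of 0.89 (percentile 99.9), and 0.35 for costimulation over TNF-α (percentile 96.0). Of 24 epithelial markers 10 fell and 3 rose, with the same counts adjusted over the list alone (6 rose without the TNF-α library, 3 in the single-term fit), and the median log2 fold was -0.03 for TGF-β over control (percentile 23.0) and -0.29 for costimulation over TNF-α (percentile 0.190). The 3 repressed genes named in Supplementary Fig. S4, Tnxb, Atp8b1 and Erbb3, all fell, but were chosen on these libraries.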

We analyzed the RNA-seq data of lung adenocarcinoma tissue samples obtained at Uppsala University Hospital (GSE81089) and investigated relationships among these gene signatures. TGF-β, EMT, and ECM scores were calculated based on the expression levels of signature genes (Supplementary Table S3). Strikingly, TGF-β scores strongly correlated with those of EMT or ECM in the analyzed lung adenocarcinoma tissue samples (Fig. 6A).

**Figure 6:**
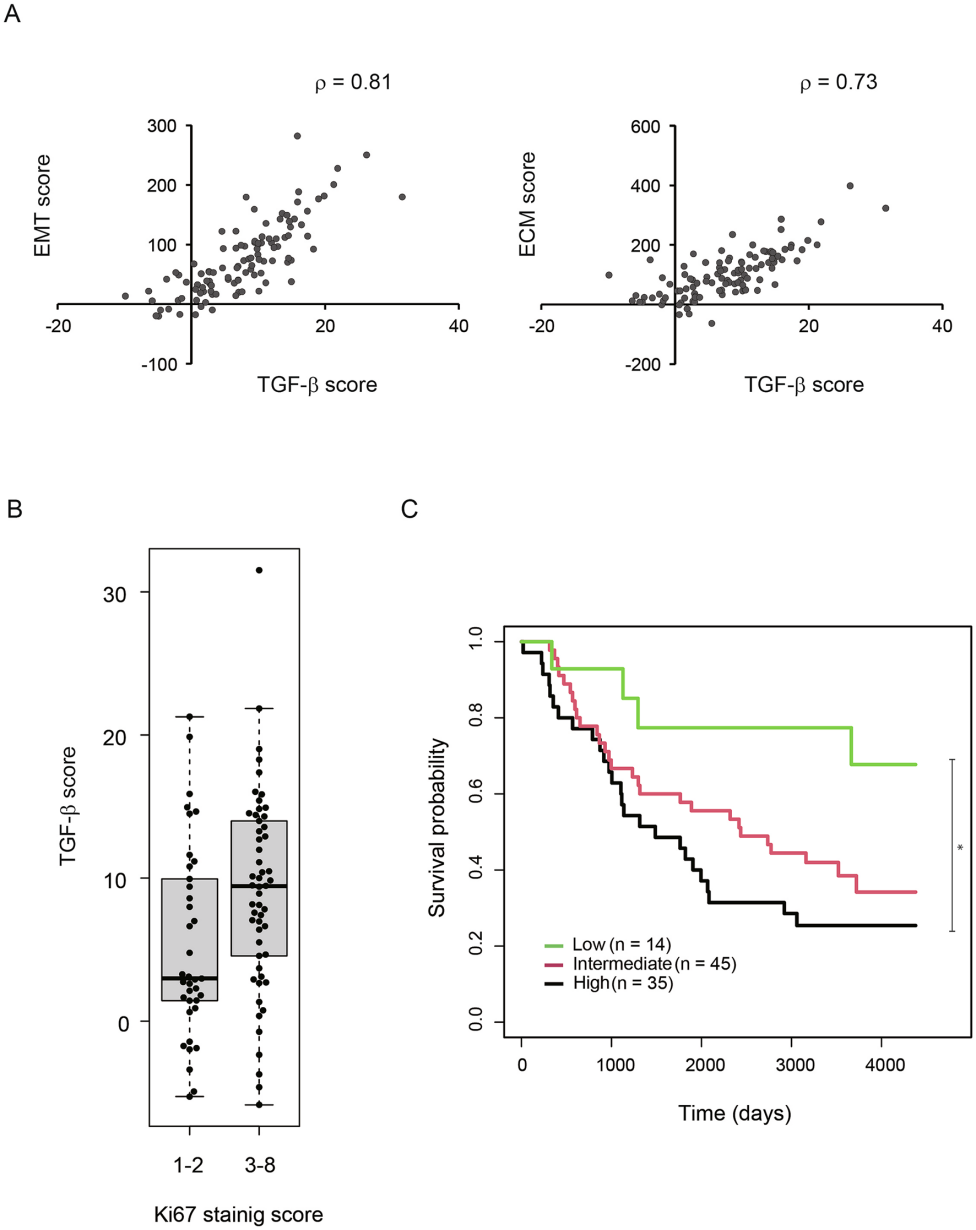
Clinical relevance of TGF-β-mediated gene expression changes. (**A**) Correlation between TGF-β-induced gene signature scores and those of EMT or ECM in lung adenocarcinoma tissue samples derived from the GSE81089 dataset. (**B**) Box plot of TGF-β scores were compared between two subgroups of staining scores for Ki67. (**C**) Kaplan–Meier analysis of lung adenocarcinoma cases in the GSE81089 dataset by stratification of TGF-β-induced gene signature scores.

As TGF-β treated CMT64 cells formed larger tumors in mice (Fig. 5C), we investigated the relationship between TGF-β scores and tumor proliferation in human lung adenocarcinoma tissue samples. Immunohistochemistry for Ki67 was performed and notably, tumors with higher Ki67 staining scores showed higher TGF-β scores. This observation suggested that TGF-β signaling activation is associated with higher proliferation levels of lung adenocarcinomas (Fig. 6B).

Finally, we explored the association between lung adenocarcinoma patient prognosis and TGF-β scores: high: > 10 (n = 35), intermediate: 0–10 (n = 45), and low: < 0 (n = 14). Of clinical importance, high TGF-β scores were associated with shorter survival time (Supplementary Fig. S5) and were predictive of poor prognosis in lung adenocarcinoma patients (Fig. 6C). These observations suggested that TGF-β-mediated EMT defines prognostic subgroups of lung adenocarcinoma patients, and therefore suggest that the CMT64 model is of translational relevance.

## Discussion

In this study, we revealed that TGF-β elicits EMT in CMT64 mouse lung adenocarcinoma cells and TGF-β-treated CMT64 cells form larger tumors in vivo. This cellular model recapitulated molecular mechanisms associated with TGF-β signaling and the transcriptomic data provided extended information about genes involved in TGF-β-mediated EMT. The TGF-β-induced gene profile in CMT64 cells was independently mirrored by EMT and ECM gene signatures, and was of prognostic impact in human lung adenocarcinoma patients, which substantiated the validity of this model. To our knowledge, this is the first demonstration of EMT in mouse lung cancer cells, providing additional evidence of the relevance of TGF-β signaling in lung tumorigenesis.

Recently, EMT international association proposed definitions for research on EMT^26^. It is thought that EMT encompasses a wide range of activation status and most cancer cells already exist in an intermediate state in the spectrum between epithelial and mesenchymal differentiation. CMT64 cells formed adherent cell colonies with high E-cadherin expression, suggesting that this cell type resides closely to an epithelial state in the EMT spectrum.

As TGF-β generally exerts cytostatic effects on epithelial cells and even various human lung cancer cells^27^, our observation that TGF-β could stimulate cell growth and tumor formation of CMT64 cells might provide a clue to understanding molecular mechanisms how TGF-β has the tumor-promoting role in the later stage of cancer progression.

By analyzing the RNA-seq data, we also comprehensively profiled splicing events in CMT64 cells treated with TGF-β. Noteworthy, we identified alternative transcripts possibly involved in ECM-cell interactions (Cd44), cell junction (Tjp1), and cytoskeletal organization (Cttn) as molecular candidates for morphological changes during EMT. Importantly, our list of TGF-β-mediated alternative transcripts includes additional information to study post-transcriptional regulation of EMT-related genes.

Interestingly, TGF-β stimulated the expression of secreted proteins, including Pdgfa, Pdgfb, Wnt7a, and Wnt7b, all of which could activate surrounding mesenchymal cells, indicating that EMT is occurring in conjunction with alterations in the tumor microenvironment and involves reciprocal interactions between tumor and stromal cells. This finding once again underlines the need to study EMT in a multi-cellular context.

Xenotransplantation of human lung cancer cells into immunodeficient mice insufficiently provides the information about tumor-stromal interactions and does not resemble the complex immune environment in human cancer tissues. Importantly, our cellular model can be applied as a syngeneic transplantation assay, which would provide a simple and useful experimental tool to study the pathological significance of TGF-β signaling and EMT. Syngeneic mouse models are of fundamental importance for preclinical drug-testing in an immunocompetent environment and are clearly warranted to analyze the multifaceted action of TGF-β. Several TGF-β inhibitors, targeting the ligands or the receptors are now under development or in clinical trials in different cancer types^28^. The CMT64 syngeneic model allows proof of concept studies to evaluate the efficacy, mechanism of action, and the pharmacodynamics of such TGF-β inhibitors for the treatment of lung adenocarcinoma.

However, lung adenocarcinomas are notoriously heterogeneous in terms of histological appearances and genomic alterations and thus experimental results in our model based on a single cell line should be interpreted with caution. It should also be noted that the clinical relevance of TGF-β-induced EMT shown in our study is suggested based on transcriptomic findings of RNA-seq data. Further studies are needed to confirm that the expression changes are translated to protein levels. Furthermore, EMT can be stimulated by a variety of factors, such as Ras signals, fibroblast growth factor (FGF) or mechanical stress^16,29^. Therefore, it is likely that TGF-β stimulation reflects a part of the complete spectrum of EMT phenotype.

In summary, CMT64 mouse model presents a reliable experimental platform to study molecular mechanisms of EMT. Our study recapitulates known molecular mechanisms but also provides novel insights to understand the pathological role of TGF-β signaling in lung cancer tumorigenesis. To date, the clinical role of TGF-β in human lung cancer is still fragmentarily understood. We hope that our model gives an opportunity to evaluate new strategies to target the tumor-promoting effects of TGF-β.

## Materials and methods

### Cell culture and reagents

CMT64 cells (ECACC Cat# 86082105, RRID:CVCL_4146) were obtained from ECACC (Salisbury, UK). All experiments were performed with mycoplasma-free cells. TGF-β1 and TNF-α were purchased from Sigma-Aldrich (St. Louis, MO) and R&D Systems (Minneapolis, MN), and were used at the concentrations of 5 ng/ml and 10 ng/ml, respectively. LY-364947 (Cayman Chemical, Ann Arbor, MI) was used at the concentration of 3 µM.

### RNA isolation and RT-PCR

Total RNA was isolated using RNeasy Mini kit (Qiagen, Hilden, Germany). Detailed procedures of RT-PCR were described previously^30^. Gapdh expression levels were used for normalization. PCR primers are shown in Supplementary Table S5.

### Immunoblot analysis

Detailed procedures were described previously^31^. Antibodies for Smad2 (Cell Signaling Technology Cat# 5339, RRID: AB_10626777), phosphorylated Smad2 at Ser 465/467 (#3101), Smad3 (#9513), and phosphorylated Smad3 at Ser 423/425 (#9520) were from Cell Signaling (Beverly, MA). Antibodies for E-cadherin and fibronectin were from BD Pharmingen (Transduction Laboratories, Lexington, KY).

### Immunofluorescence

CMT64 cells were fixed with acetone and methanol, and blocked with 5% normal goat serum in PBS. The cells were incubated with anti-E-cadherin (1:50) or anti-fibronectin (1:100) overnight, and then treated with goat anti-mouse Alexa Fluor 488-conjugated antibody (Life Technologies). Nuclei were stained with DAPI.

### RNA-sequencing (RNA-seq) analysis

RNA-seq reads were analyzed using CLC Genomics workbench software (Qiagen). Reads per kilobase of transcript per million mapped reads (RPKM) data were generated as described previously^32^. Adapter sequences were removed, and read mapping was carried out using the default settings of RNA-Seq analysis package (mismatch cost: 2, insertion cost: 3, deletion cost: 3, length fraction: 0.8, similarity fraction: 0.8, and maximum number of hits for a read set to: 30). Dataset was submitted to the GEO repository (GSE164160).

### Motif analysis

Motif analysis was performed using the HOMER findMotifs.pl program as described previously^33^. For the promoters of TGF-β-induced genes, motifs were defined from − 800 to + 200 nucleotides from the transcription start sites, and genes without changes upon TGF-β treatment were used as backgrounds.

### Alternative splicing

Splice variants and differential splicing in the RNA-seq data were identified using rMATS protocol^19^. Mapped sequence data were visualized using Integrative Genomics Viewer^34^.

### Syngeneic transplantation model

CMT64 cells were resuspended at a cell density of 5 × 10^7^/ml in PBS containing 67 µg/ml of Matrigel (BD Pharmingen). A combination anesthetic was prepared with 0.3 mg/kg of medetomidine, 4.0 mg/kg of midazolam, and 5.0 mg/kg of butorphanol. Mice were anaesthetized by intraperitoneal injection and tumor cells suspended in 200 µl of PBS were injected into the subcutaneous tissue of the right back.

### Public data

RNA-seq data of 108 lung adenocarcinomas treated at Uppsala University Hospital were extracted from the GSE81089 dataset^35^. The 77-gene lung cancer EMT signature^24^ and 58-gene cancer-associated ECM signature^25^ were used for correlation analyses. To calculate EMT scores, the average z-score of 25 epithelial markers was subtracted from that of 52 mesenchymal markers. For the calculation of TGF-β and ECM scores, we performed quantile normalization of RNA-seq data so that each gene has the same mean, median and variance. Using the normalized values, the average expression level of downregulated genes was subtracted from that of upregulated genes (Supplementary Table S3).

### Tissue microarray

Tissue microarrays were constructed based on lung cancer patients operated at Uppsala University Hospital between 2006 and 2010. Detailed procedures were described previously^36^. For antigen retrieval, tissue sections were boiled for 4 min at 125 °C in citrate buffer, pH6 (Lab Vision, Freemont, CA). Primary antibodies for Ki67 (Dako, M7240; MIB-1) were diluted at 1:200 in UltraAb Diluent^®^ (Lab Vision), and the secondary reagent UltraVision LP HRP polymer^®^ (Lab Vision) was used. The stained slides were scanned using an Aperio ScanScope AT2 Slide Scanner (Aperio Technologies, Vista, CA). Protein expression levels were scored by the percentage of stained tumor cells as follows. 0: 0%, 1: ≤ 1%, 2: 2–10%, 3: 11–20%, 4: 21–30%, 5: 31–40%, 6: 41–50%, 7: 51–75%, and 8: > 75%.

### Statistical analysis

Spearman's correlation coefficient (ρ) was calculated for correlation analyses. Differences were examined by Student’s t-test or analysis of variance (ANOVA) with Tukey’s post hoc test with JMP, version 14 (SAS Institute Inc., Cary, NC. RRID:SCR_008567). Fisher’s exact test or Chi-square test was applied to test associations between TGF-β scores and clinical variables. Multivariate Cox regression analysis was performed with inclusion of other prognostic parameters: age, performance status, and stage at diagnosis. Log-rank test with Bonferroni correction was used for survival analysis. *p < 0.05. **p < 0.01. ***p < 0.001.

### Ethical approval

The study using human tissue samples was performed in accordance with the Swedish Biobank Legislation and performed in adherence with the Declaration of Helsinki. The study was approved by the Uppsala Regional Ethical Review Board (2012/532). In this retrospective study, the need for obtaining informed consent for participation was regarded unnecessary according to the Swedish national regulations.

The protocol for animal experimentation was approved by the Ethics Committee for Animal experiments. Animal experiments were performed at the University of Tokyo in strict accordance with the guidelines of the University of Tokyo Animal Experiment Implementation Manual and the Regulations for animal experiments at the University of Tokyo. During the whole course of animal experiments, all efforts were made to minimize sufferings. The authors complied with the ARRIVE guidelines. The study is reported in accordance with ARRIVE guidelines (https://arriveguidelines.org).

## Supplementary Information

Supplementary Figures.

Supplementary Tables.

## Data Availability

All data generated or analyzed during this study are included in this published article.

# Supplementary material for: TGF-β-mediated epithelial–mesenchymal transition and tumor-promoting effects in CMT64 cells are reflected in the transcriptomic signature of human lung adenocarcinoma
**Source:** Sci Rep. 2021 Nov 17;11:22380. doi: 10.1038/s41598-021-01799-x
**Supplement:** Supplementary file 1 — Supplementary Figures.

**Supplementary Figure**

**TGF-β-mediated epithelial-mesenchymal transition and tumor-promoting effects in CMT64 cells are reflected in the transcriptomic signature of human lung adenocarcinoma**

Naoya Miyashita^1,^ *, Takayoshi Enokido^1^, Masafumi Horie^2^, Kensuke Fukuda^1^, Hirokazu Urushiyama^1^, Carina Strell^3^, Hans Brunnström^4^, Patrick Micke^3^, Akira Saito^1^, Takahide Nagase^1^

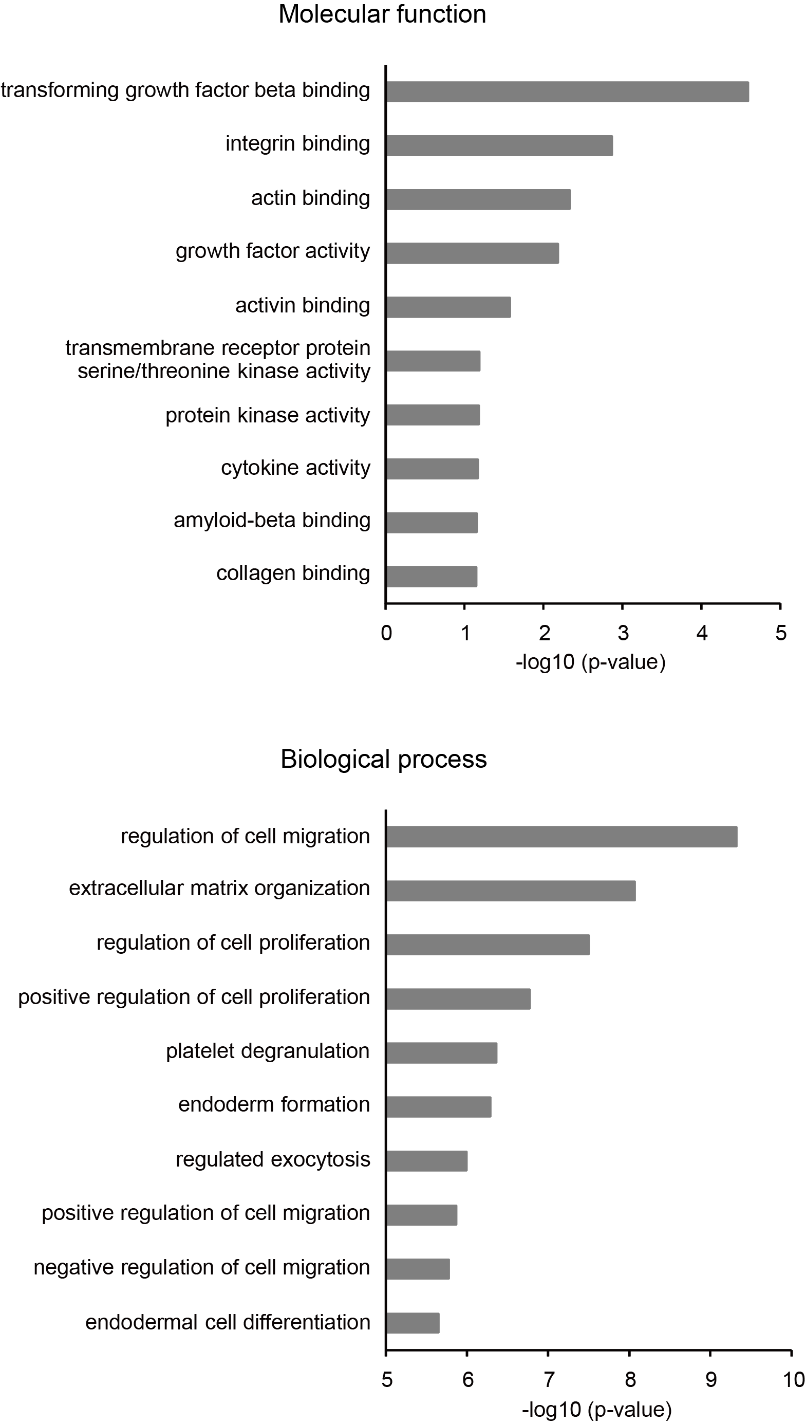

**Supplementary Figure S1**. Gene Ontology analysis of TGF-β-induced genes in CMT64 cells.

Gene ontology analysis of TGF-β-induced genes was performed using the Enrichr webtool. Note that the molecular function terms included “transforming growth factor beta binding” and “integrin binding”, and the predicted biological processes included “regulation of cell migration”, “extracellular matrix organization”, and “regulation of cell proliferation”.

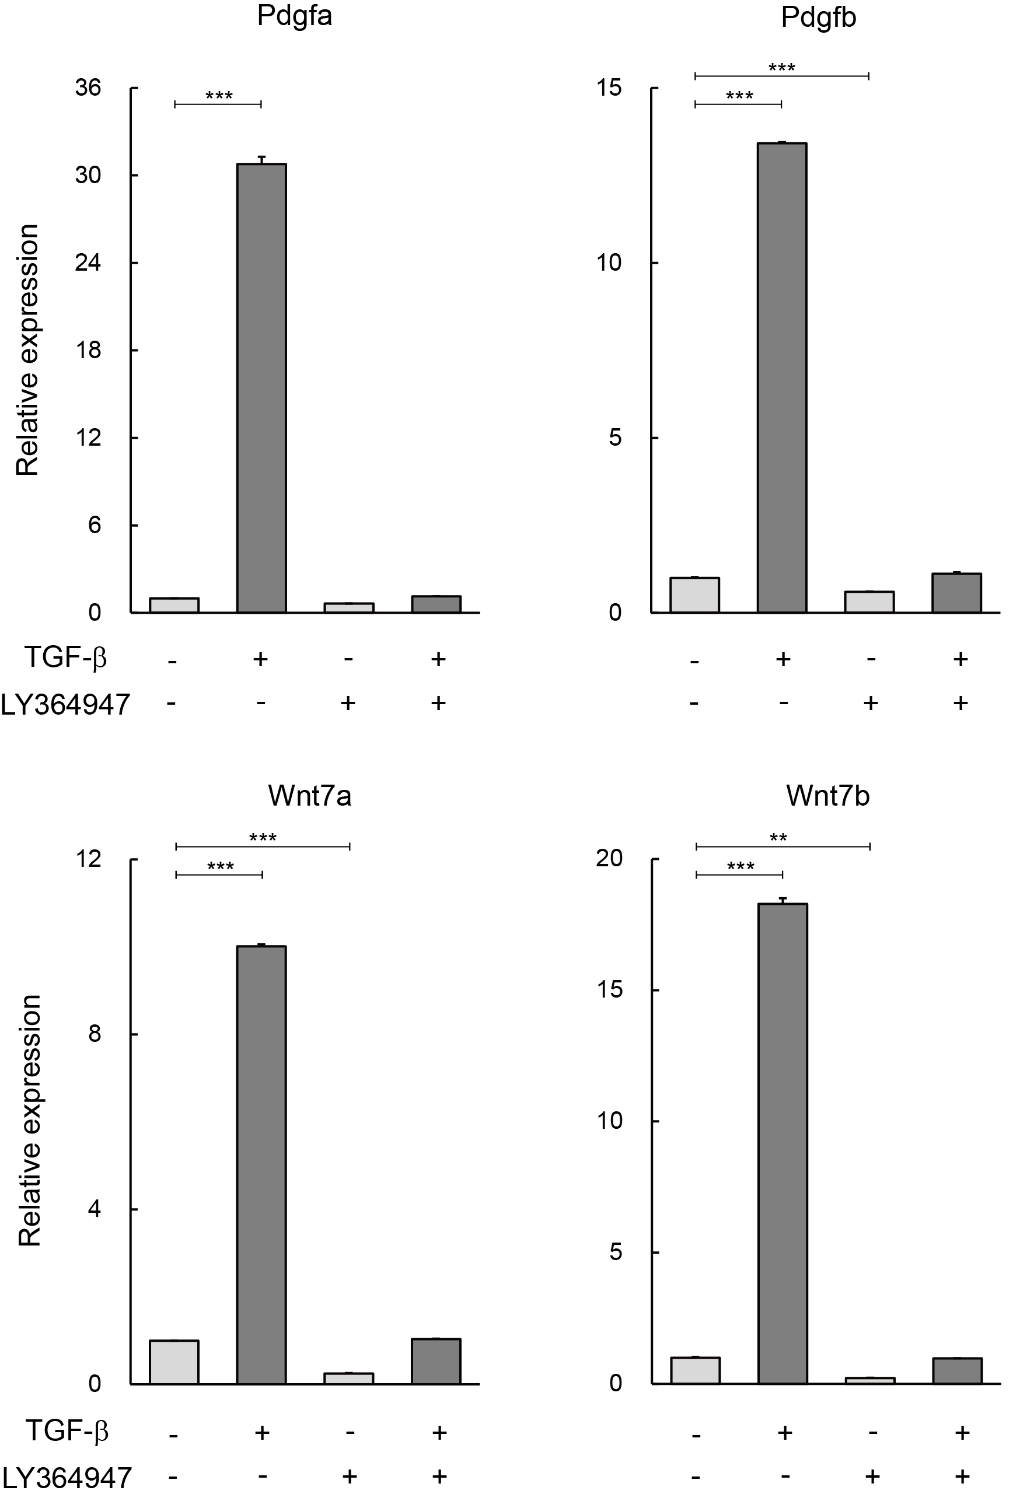

**Supplementary Figure S2**. TGF-β-mediated upregulation of soluble factors.

Quantitative RT-PCR for Pdgfa, Pdgfb, Wnt7a, and Wnt7b in CMT64 cells treated with TGF-β for 24 h in the presence or absence of LY364947. Expression levels were normalized to that of GAPDH. Error bars: SE.

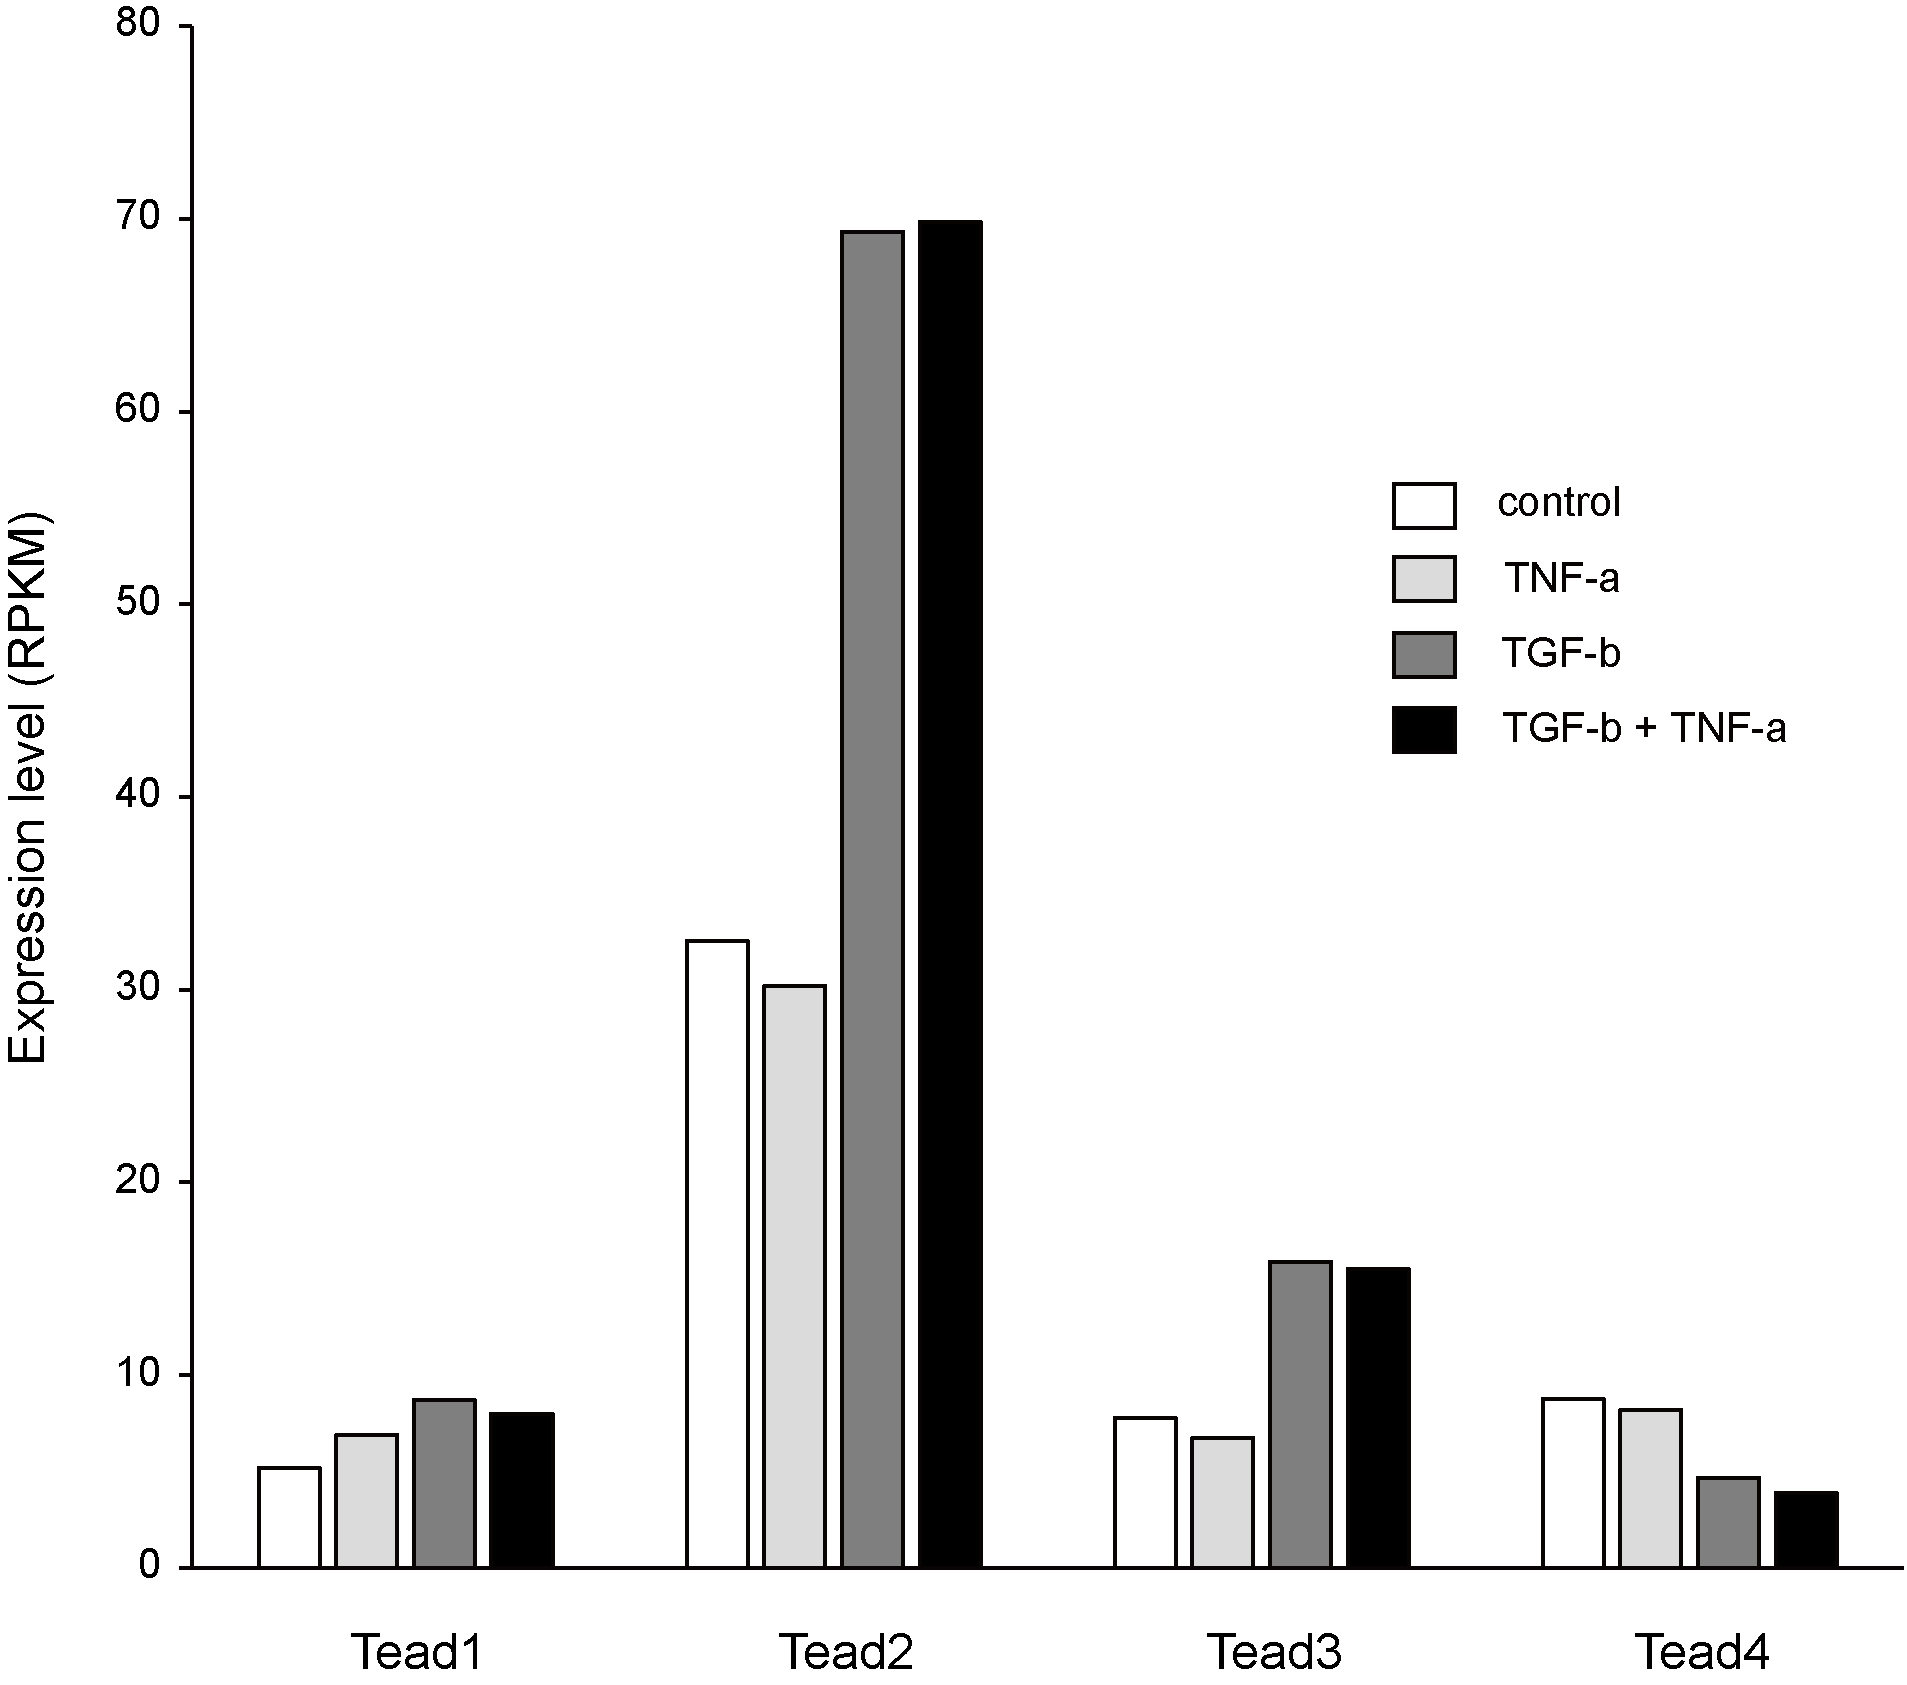

**Supplementary Figure S3**. Transcript levels for Tead transcription factors determined by RNA-seq.

RNA-seq analyses was carried put in CMT64 cells following TGF-β and/or TNF-α treatment. Transcript levels of Tead transcription factors were shown.

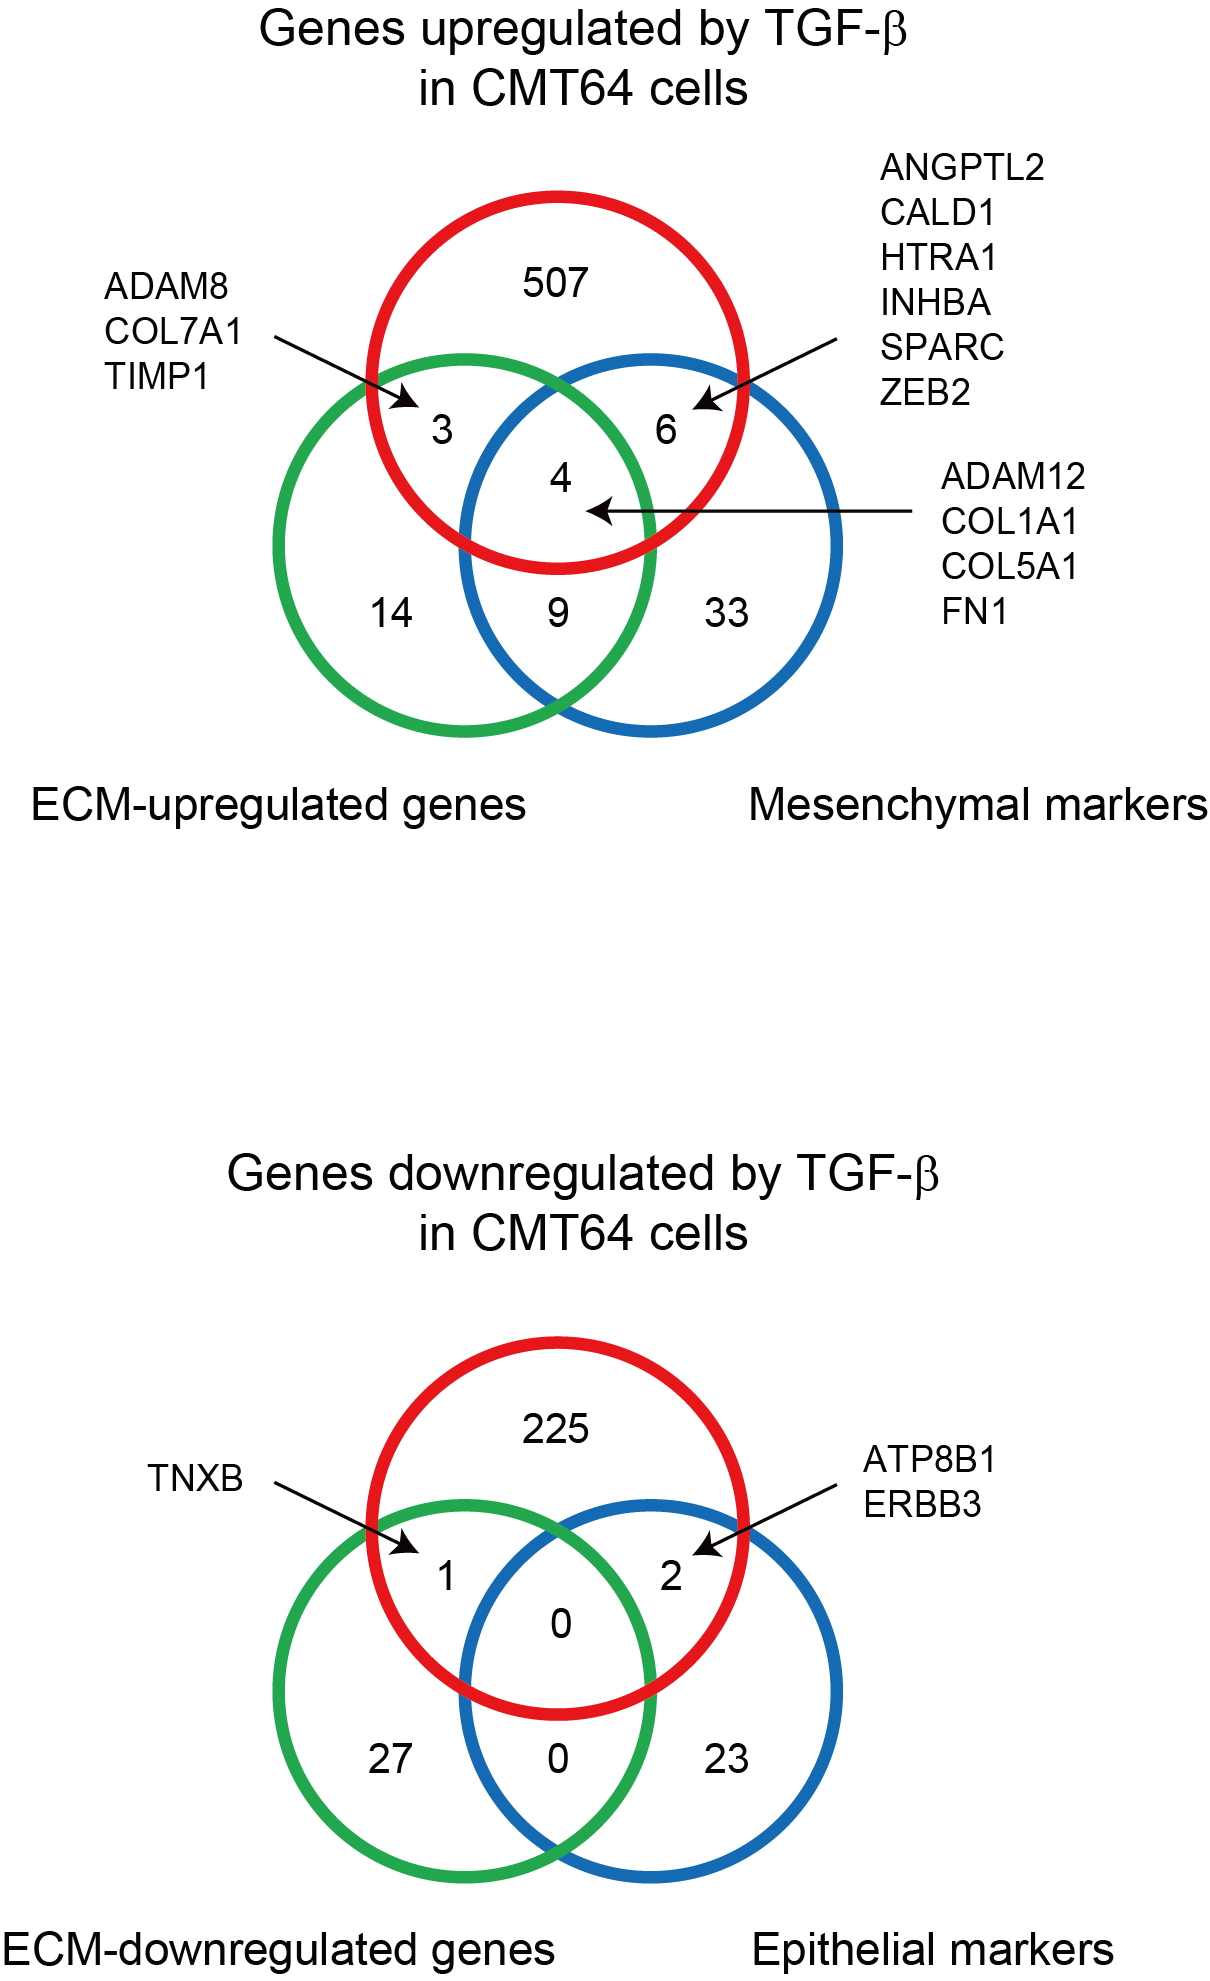

**Supplementary Figure S4**. Genes regulated by TGF-β in CMT64 cells were compared with ECM-regulated genes and mesenchymal/epithelial markers.

Venn diagram showing overlaps of genes up/downregulated by TGF-β in CMT64 cells with ECM-up/downregulated genes (reported by Chakravarthy et al) or mesenchymal/epithelial markers (reported by Mak et al). Numbers of corresponding genes and representative overlapping genes are indicated.

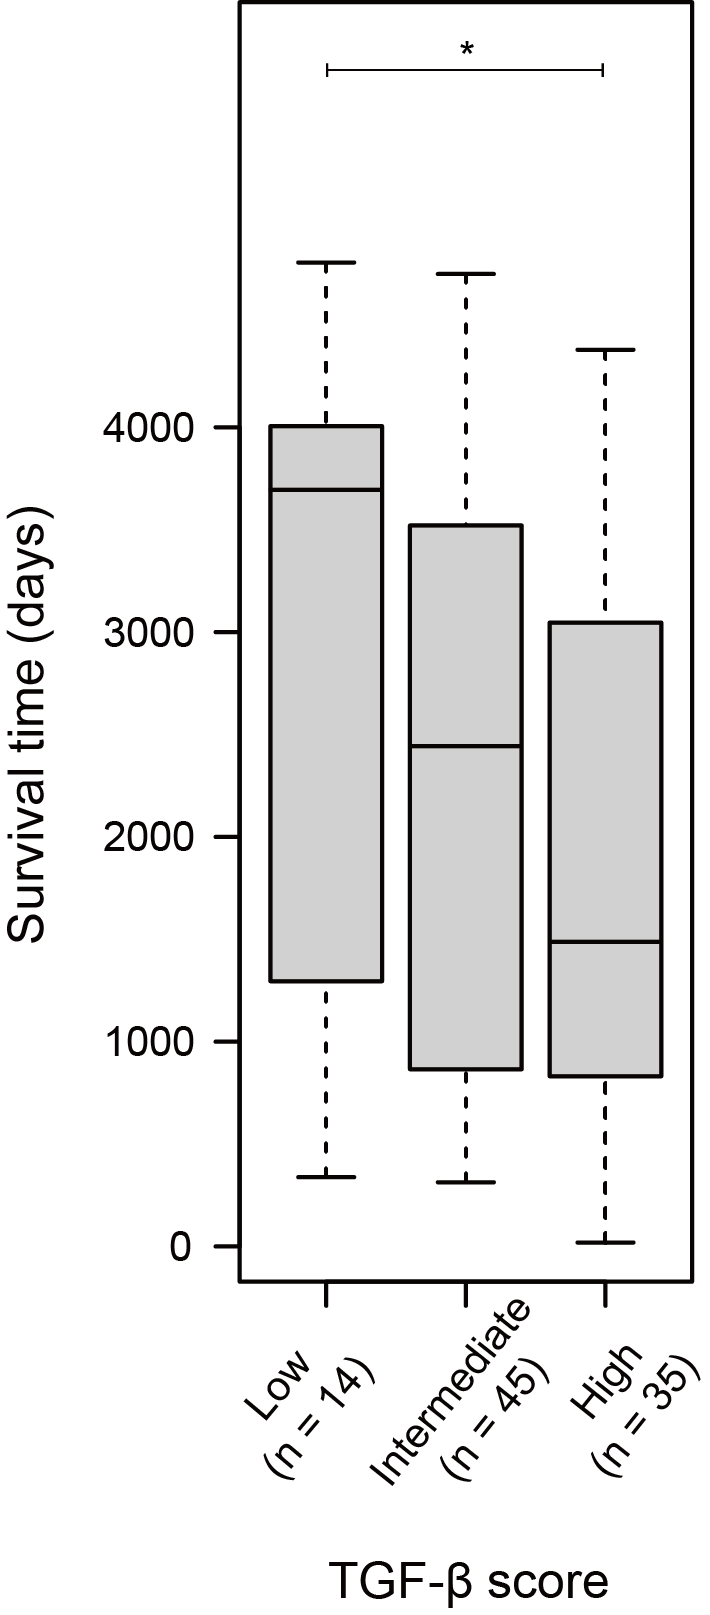

**Supplementary Figure S5**. Association between lung adenocarcinoma patient prognosis and TGF-β scores

Correlation between TGF-β-induced gene signature scores and survival time of lung adenocarcinoma cases in the GSE81089 dataset. Subgroups of TGF-β-induced gene signature scores are classed as high: > 10 (n = 35), intermediate: 0-10 (n = 45), and low: < 0 (n = 14).

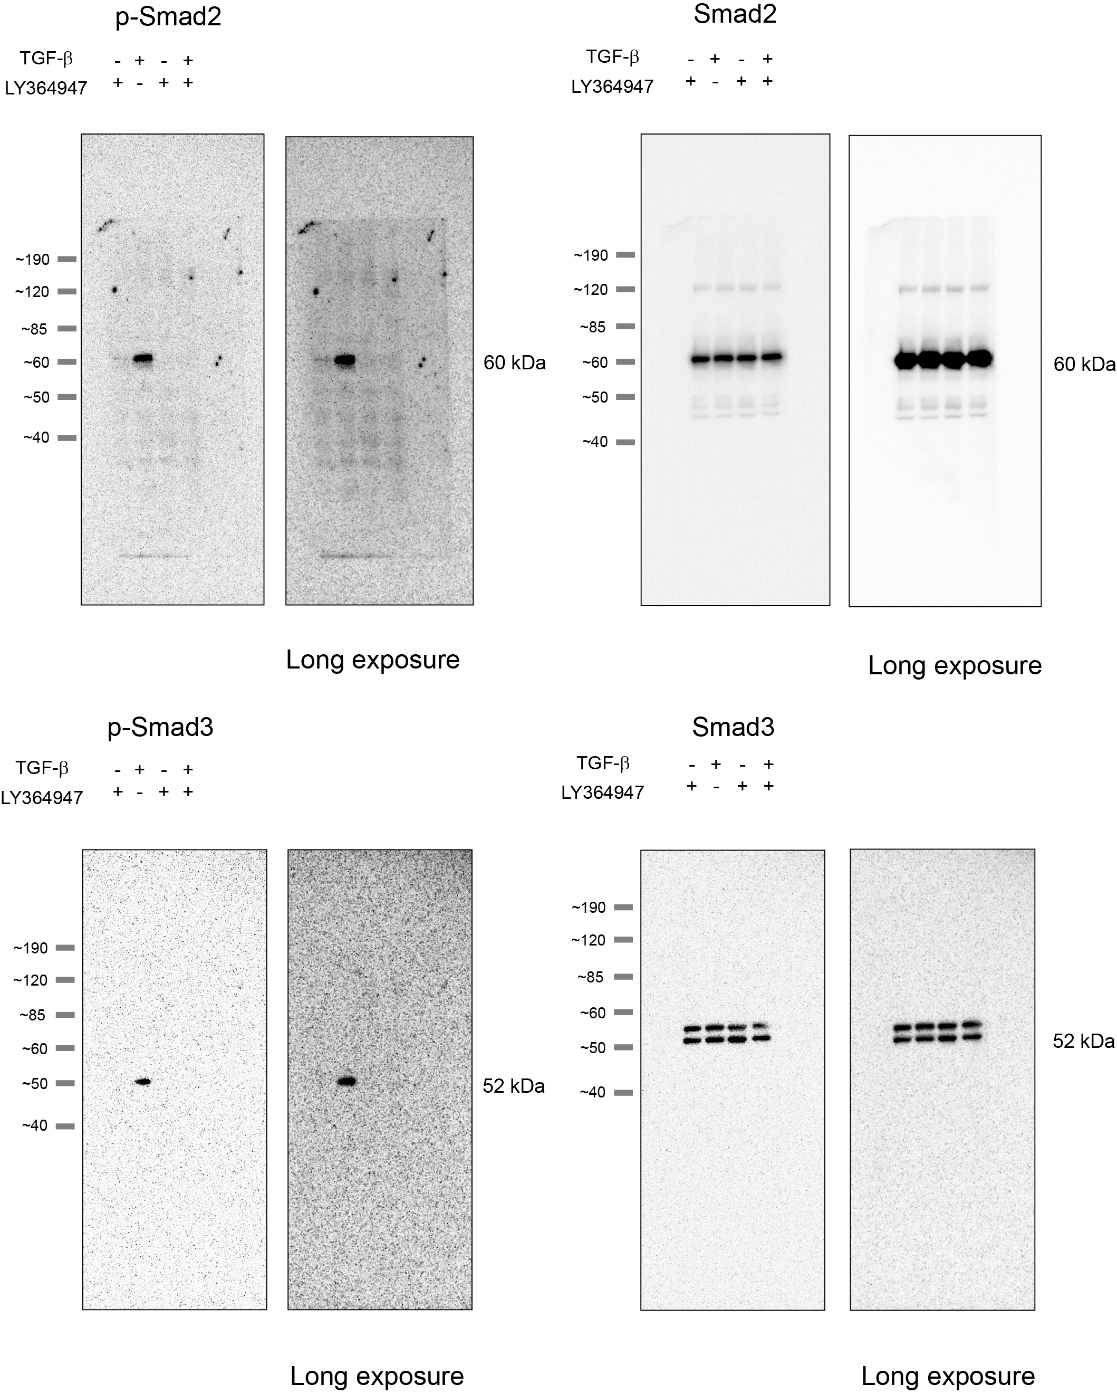

**Supplementary Figure S6**. Full length blots of immunoblot analysis.

Full length blots of p-Smad2, Smad2, p-Smad3, and Smad3 were shown.

How the deposited data were processed for this re-analysis (not part of the article)

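RNA was sequenced from CMT64 mouse lung carcinoma cells kept for 24 h without cytokine, with TGF-β (5 ng/ml), with TNF-α (10 ng/ml) or with both, with 1 library per condition and 4 libraries in all. The authors trimmed adapters, mapped the reads to mm10 and counted them per gene with CLC Genomics Workbench (version not stated), and the count columns in the deposited tables are whole reads, where total reads include those with several hits and unique reads leave them out. The RPKM values in the deposited tables were made by the authors from total exon reads per kilobase of exon and per mapped read, and each table implies 1 constant number of mapped reads. The TPM values in the deposited tables are the authors' RPKM rescaled to 1 total per library, and were not used. Each table lists 25704 genes, of which 18154 (control), 18636 (TGF-β), 18163 (TNF-α) and 18475 (both) had at least 1 read, and 9388, 9520, 9506 and 9512 had an RPKM above 2. Uniquely mapped reads made up 86.7%, 88.5%, 87.3% and 88.2% of exon reads in the same order. The 10 genes with the most reads took 6.93%, 5.22%, 6.27% and 5.24%.

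Genes up were taken at fold > 2 and RPKM > 2 in the treated library, genes down at fold < 0.25 and RPKM > 1 in control, as in the paper, and genes lower with TNF-α at fold < 0.5 and RPKM > 2. Each fold has a 95% counting interval, the Clopper-Pearson interval of the conditional binomial distribution of the 2 read counts given the mapped reads. For genes with 0 reads in a library a lower bound was taken against a floor of 3 reads. The additive test used edgeR (4.0.16) in R (4.3.3) with TMM normalization, filterByExpr on the design, robust quasi-likelihood dispersions, and TGF-β and TNF-α as terms. Adjusted p-values follow Benjamini-Hochberg with a threshold of 0.05. Standard errors are the log2 fold change divided by the square root of the F statistic. The difference between the TGF-β folds without and with TNF-α is given as a value only. Overlaps between lists were set against the product of their sizes over the number of genes, and against 100 simulations in which all libraries were drawn from the same means with the trended dispersion of edgeR. Published lists were compared by Fisher's exact test against the genes that could have passed the RPKM threshold, human symbols being matched to mouse genes by spelling, apart from Cyr61, Ctgf, Wisp1 and Adgrg1, which carry other symbols in the lists. Junction reads of Supplementary Table S2 were compared by Fisher's exact test, with Wilson intervals of inclusion. Calculations outside R used Python (3.11.15), numpy (2.4.6), pandas (2.3.3), scipy (1.17.1), statsmodels (0.14.6) and matplotlib (3.10.9).

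Lists of genes for pathways and cell types were written from general knowledge and from the paper, and for each the median log2 fold is given with its percentile among 10000 random lists drawn from the same 10 bins of expression. The lists cover EMT markers and transcription factors, Smad feedback, TGF-β binding and activation, Yap/Taz/Tead components and targets, integrins, collagens, matrix crosslinking, actin, growth factors, cell cycle, the cytostatic program, epithelial junctions, epithelial transcription factors, alveolar, gut and liver markers, splicing regulators, NF-κB, interferon, Nrf2, cholesterol, glycolysis, the unfolded protein response, immediate early genes, haematopoietic, endothelial and fibroblast markers, ribosomal proteins, reference genes, mitochondrial mRNAs, and the lists of Supplementary Table S3 and Fig. S4. Genes are named by a rule. It takes every gene the paper names for RNA-seq, and for TGF-β over control the 10 highest and 10 lowest folds among called genes past the paper's threshold with at least 100 reads over the 4 libraries and the same direction in both backgrounds, leaving out unnamed gene models. It further takes the 5 highest and 5 lowest called log2 fold changes for TNF-α, the 5 highest and 5 lowest folds of costimulation over TGF-β with RPKM above 2, and in each list up to 4 called members with the largest fold and any called member against the majority. The thresholds, the tests, the lists, the naming rule and most alternatives were chosen before the data were examined, although part of Supplementary Table S1 and the members of Supplementary Tables S2 and S3 had been seen.

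The alternatives were other scalings (TMM, DESeq2 size factors), RPKM thresholds multiplied by 0.5 and 2.5, pseudocounts of 0.1 and 1 RPKM, unique reads, no filter, DESeq2 (1.42.0), limma (3.58.1) with trend on log2 RPKM, only the tested cytokine as a term, and each library left out. With 3 libraries the additive fit has no residual degree of freedom, so those fits also have only the tested cytokine as a term. Added later were scaling within 10 bins of GC content and transcript length, costimulation over TNF-α as the comparison without the control library, and the counts of list members under the alternatives. The additive test was tested on simulated counts for 13469 genes with 50 genes at each fold, where it found 27 at a fold of 1.5, 49 at 2, 50 at 4 and 50 at 0.25, with 12 false calls among the other genes. That simulation had a common dispersion, additive effects and no GC trend, unlike the real libraries. On simulated counts for 11724 genes the counting intervals held the true fold for 95.6%, and 4 of 100 unchanged lists lay beyond percentile 2.5 or 97.5. Those counts had counting error only and genes drawn independently. A spread between cultures and members that change together were therefore not tried. The binning took Spearman's correlation with a simulated GC bias from -0.966 to -0.0467. Fisher's exact test on 300 simulated events found 50 of 50 changed ones and 3 unchanged ones.

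The promoter motif analysis was not repeated, since no genome sequence was at hand, and neither were the splicing calls, which need the reads. Only part of Supplementary Table S1 was at hand, so no test was run on it. Quantitative RT-PCR, mouse experiments and human cohorts are not analysed here.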

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

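Of the tests in this part, the test of a TNF-α effect on the genes up in TGF-β, the comparisons scaled within bins of GC content and transcript length and the counts of list members under the alternatives were chosen after the results were seen.

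For TNF-α over control and for costimulation over TGF-β the paper gives no list of genes. Ccl20, a chemokine for dendritic and T cells, had 16 reads in control and 218 with TNF-α and rose with a log2 fold change of 3.10 (standard error 0.44, adjusted p = 4.3e-09 from edgeR). Tnip3, a binding partner of the NF-κB inhibitor A20, rose with a log2 fold change of 2.99 (standard error 0.30, adjusted p = 3.8e-20 from edgeR). Cxcl16, a chemokine made as a membrane protein, had a fold of 2.34 (1.99 to 2.76) for TNF-α over control and 3.22 (2.70 to 3.86) for costimulation over TGF-β, and Nfkbie, another inhibitor of NF-κB, had 2.11 (1.77 to 2.52) and 2.87 (2.41 to 3.42). Among the named genes with an RPKM above 2 the highest fold of costimulation over TGF-β was that of Tnfrsf9, a receptor of the TNF family, at 3.28 (2.73 to 3.95), followed by the prolactin family gene Prl2c2 at 3.26 (2.81 to 3.79). Lower with TNF-α were Tff3, which fell with a log2 fold change of -1.29 (standard error 0.28, adjusted p = 0.0023 from edgeR), and Igfbp5 with a fold of 0.539 (0.531 to 0.549). In total 24 genes were up in TNF-α over control and 13 in costimulation over TGF-β (fold > 2 and RPKM > 2), and 8 and 4 were lower. Of 39 measured targets of NF-κB, 13 rose with TNF-α in edgeR (19 adjusted over the list alone, 9 with DESeq2) and 26 did not pass. Their median log2 fold was 0.69 for TNF-α over control and 0.40 for costimulation over TGF-β, both at percentile 100 of random lists. Among the gut and gastric markers 3 fell with TNF-α in edgeR (5 adjusted over the list alone), but 1 with DESeq2 and 1 with limma at either pseudocount. A fit with 1 library left out has TNF-α as its only term and called 0 genes in each of the 4 cases (26 to 90 at an unadjusted p under 0.05). All 4 libraries with that term alone also gave 0 (21 at an unadjusted p under 0.05). With TNF-α as the only term the effect of TGF-β stays in the residual spread, so these fits cannot speak against the TNF-α response. Whether the calls depend on 1 library is not known.

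Of secreted growth factors and cell cycle genes the paper names only some, such as Pdgfa, Wnt7a and Ccnd1. With TGF-β 19 of 36 measured growth factors and 9 of 32 cell cycle genes rose in edgeR (9 cell cycle genes with TGF-β as the only term and all 4 libraries, 3 without the TGF-β library and 2 without the costimulation library), against 2507 of all 13509 tested genes. The median log2 fold of the cell cycle list over control was at percentile 64.4, and that of costimulation over TNF-α at percentile 99.2.

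For 8 genes the folds with TGF-β had opposite directions without and with TNF-α, with both counting intervals wholly beyond a 1.5-fold difference. They are Gvin1, Myo16, Pagr1a, Gm9774, Gm43064, Gm4070, Gm49387 and Gm28047. Pagr1a, a subunit of histone methyltransferase complexes, had 39 reads in control, 117 with TGF-β, 129 with TNF-α and 42 with both, and Gm9774 had 173, 34, 35 and 121. The difference was not tested, since each condition has 1 library, and these genes were named after their values were seen. None of the 8 had an RPKM above 2 in any library. Gvin1 had 10, 0, 0 and 37 reads in the same order, and Gm4070 had 0, 36, 12 and 0. Where Gvin1 was low Gm4070 was high, as with Pagr1a and Gm9774. The reads include those with several hits, and the counting intervals do not cover how such reads were placed. A reversal of the genes themselves is therefore not established.

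Of the 565 genes up in TGF-β, 182 did not pass the same threshold in costimulation over TNF-α. For 15.9% of these the counting interval of the fold over TNF-α reached 2, which argues against counting error of that fold as the main reason. The interval of TGF-β over control lay wholly above 2 for 111 of the 182. For the rest, counting error of the fold over control was not excluded. Both intervals leave out the spread between cultures, so a loss through that spread could not be tested. The lost genes had a median log2 fold of 1.14 for TGF-β over control and 0.70 for costimulation over TNF-α, near the threshold of 1. Intronic reads had a larger share outside the control library. Across 13509 genes, however, the fold of TNF-α over control had a Spearman's correlation of 0.058 with the intronic share of the reads. This argues against the intronic share as the reason for the loss. Scaled within bins of GC content and transcript length, the lost genes kept 50.3% of their median log2 fold of TNF-α over control (0.48 before, 0.24 after), and 376 of 458 genes up (82.1%) then passed in both comparisons, so the base composition of the control library may account for part of the loss, and no more can be said. An effect of TNF-α on the same genes cannot be told apart from a deviation of the control library, since the 565 genes had a median log2 fold of 0.24 for TNF-α over control but -0.03 for costimulation over TGF-β. Both explanations and the spread between cultures stay open, as does counting error of the fold over control for part of the genes.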

How the results depend on the processing

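Scaling within bins of GC content and transcript length, the counts of genes up and down without the control library, and the counts of list members under the alternatives were chosen after seeing the data. Where a value moved, the cause was not tested.

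With the alternatives set beforehand 160 values that answer a comparison stayed within 1.5 times the reported count, or within the interval of the reported value, and 26 moved, and all 6 added later stayed. Of the other values, such as those of single genes, 727 stayed, 615 moved and 1 reversed, and of those added later 283 stayed and 159 moved. The genes up in TGF-β numbered 410 to 716, those up in costimulation 416 to 712 and those up in both 369 to 622. The genes down in TGF-β numbered 184 to 336, except for 108 with a pseudocount of 1 RPKM. Without the control library 457 genes were up and 234 down, and scaled within bins of GC content and transcript length 458 were up and 257 down.

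The genes up in TNF-α went from 24 to 38 with 0.5 times the RPKM threshold, 13 with 2.5 times and 10 with a pseudocount of 1. Those up in costimulation over TGF-β went from 13 to 25, 4 and 4 under the same settings. The correlation of the TGF-β effects across genes went from 0.875 to 0.949 with both folds over the one control and to 0.946 among genes with RPKM above 2.

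For TGF-β, 5191 genes were called by edgeR and 3945 to 5361 under the other tools, scalings and filters. With 1 library left out, where the tested cytokine is the only term and the lone library of a group is assumed to vary like the others, the count ranged from 3111 to 7475 (3111 without the TGF-β library and 3112 without the costimulation library), against 4829 for all 4 libraries with that term alone. With offsets for GC content and length it was 6574, of which 4879 were shared with the 5191. For TNF-α, the 57 genes called by edgeR became 19 with DESeq2, 32 with limma on log2(RPKM + 1) and 0 with TNF-α as the only term (21 at an unadjusted p under 0.05). With TNF-α as the only term the effect of TGF-β stays in the residual spread. Each of the 4 fits with 1 library left out, which have that term alone too, gave 0 to 0.

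Among gene lists, the median log2 fold of the interferon genes went from -1.20 to -0.24 for members with RPKM above 1, and that of the ribosomal proteins from -0.36 to -0.43 with TMM scaling. Another 3 lists moved further but stayed within the bootstrap interval of their median, which is wide for a short list: for members with RPKM above 1 the endothelial markers went from 0.60 to -1.11, the fibroblast markers from 0.15 to 2.33 and the EMT markers from 2.39 to 1.03. Of 86 counts of called list members, 70 stayed within 1.5 times without the control library and 71 with the offsets for GC content.

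Halving the inclusion reads of Supplementary Table S2 took the inclusion of the Cd44 exon to 43.3% in control and 9.66% with TGF-β, of the Tjp1 exon to 69.6% and 20.9%, and of the Cttn exon to 33.0% and 70.9%. This follows from the halving itself, and 40 events passed Fisher's exact test in place of 50. The overlap with the mesenchymal markers was 8 to 14 genes, with the ECM-upregulated genes 6 to 8 and with the epithelial markers 1 to 2, and that with the ECM-downregulated genes was 1 in each setting.

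The log2 folds of named genes had the same sign under TMM, DESeq2 size factors and both pseudocounts in all 265 or 271 comparisons, but the values left their counting intervals for 91 of 265 under TMM, 95 of 265 under DESeq2 size factors, and 76 and 172 of 271 with pseudocounts of 0.1 and 1. In costimulation over TNF-α 181 of 271 left them and the sign changed for 9. For the histone gene Hist1h2bg the log2 fold of TGF-β over control was 0.21, and it reversed to -1.59 in costimulation over TNF-α. Scaling within bins of GC content moved 128 of 270 and changed the sign for 3, namely Wwtr1, Cd44 and Tjp1.

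No paired analysis was possible because each condition has 1 library. The promoter motif alternatives were not run, for want of a genome sequence. Depth limits genes with few reads, such as Cdh2, whose fold of TGF-β over control has an interval from 1.52 to 28.0.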

Differences from the paper's values

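No value in this part comes from an alternative chosen after seeing the data.

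For the Cd44 exon, the inclusion from the listed reads was 0.604 in control and 0.176 with TGF-β, against the paper's 0.39 and 0.082. For the Tjp1 exon with TGF-β it was 0.346, against the paper's 0.168. The listed reads were used as they stand, while the paper's table states that its levels use normalized counts. With the inclusion reads halved, an alternative chosen before the data were examined, the values were 0.433, 0.0966 and 0.209, which lie within 1.5 times the paper's.

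The number of genes down in TGF-β equals the paper's at its own threshold, as do the counts of genes up, of genes up in both lists and of mesenchymal markers, and of these only the genes down moved past 1.5 times, to 108 with a pseudocount of 1 RPKM.

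The paper states that transcripts of the Tead factors rose with TGF-β. Of the 4 genes, Tead1, Tead2 and Tead3 rose and Tead4 fell, at an RPKM of 8.77 in control and 4.68 with TGF-β. In Fig. 3B Tead1 appears higher with costimulation than with TGF-β alone, while its RPKM was 8.01 and 8.71. The paper counts Snai2 among the transcription factors with increased expression, and 4 of the 5 rose here. It also reports induction of Snai2 by quantitative RT-PCR, which LY364947 abolished. That RT-PCR was normalized to Gapdh, which itself fell with TGF-β in these libraries. The RT-PCR alone therefore does not settle the change of Snai2. The paper's statement is on TGF-β alone, while the additive test averages TGF-β over control with costimulation over TNF-α. The fold of Snai2 over control was 1.77, but it did not pass the additive test with all 4 libraries (adjusted p = 0.154 from edgeR), and among the alternatives only that without the TNF-α library called it. The paper states that Yap1 and Wwtr1 tended to increase. Their folds of TGF-β over control were 1.40 and 1.14, and neither passed the additive test. Yap1 passed without the control library, without the TNF-α library and with limma at both pseudocounts, and Wwtr1 under no alternative. The paper lists Fstl1 among upregulated targets of Yap and Taz, and the other 7 rose here, while Fstl1 had 8 reads with TGF-β and 0 in control, too few to be tested with all 4 libraries. Without the TNF-α library it was tested and rose (adjusted p = 0.0308 from edgeR), and in the other fits that tested it, without the control library, without the TGF-β library and with no filter, it did not pass. Terf1 is in the paper's list of downregulated orthologs, where 221 of 222 matched genes fell below the threshold, and its fold was 1.16.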

Other observations

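Of the tests in this part, that of the junction reads was chosen after the result was seen, and so were the counts of list members under the alternatives, while the alternatives themselves had been set beforehand except for the offsets for GC content and length. A fit with 1 library left out is set beside the single-term fit, which has the same term and all 4 libraries.

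Metabolic genes were mostly lower with TGF-β. Of 20 genes of cholesterol synthesis 18 fell in edgeR, also adjusted over the list alone, at a median log2 fold of -0.70 over control (percentile 0 of random lists) and -0.53 for costimulation over TNF-α (percentile 0). None rose, but 1 did in the single-term fit, with limma, with the offsets and without the control or the TNF-α library. Among them Lss (lanosterol synthase) had a fold of 0.452 (0.440 to 0.465) and Pmvk (phosphomevalonate kinase) one of 0.380 (0.359 to 0.403). Glycolytic and hypoxia genes included Egln3, a hydroxylase of HIF factors, at 0.124 (0.115 to 0.134), and Pgk1, a glycolytic kinase, at 0.318 (0.315 to 0.320), while Hk2 and Pfkfb3, which drive entry into glycolysis, had 3.81 (3.70 to 3.91) and 2.45 (2.28 to 2.64). Of 22 genes in this list 4 rose and 14 fell in edgeR (4 and 14 adjusted over the list alone), with a median of -1.06 over control (percentile 0). The median was smaller for costimulation over TNF-α, at -0.64 (percentile 0), and it was -0.25 for TNF-α over control (percentile 0). Enzymes that detoxify aldehydes and xenobiotics were low, with Aldh3a1 at 0.0741 (0.0687 to 0.0798) and Cyp2s1 at 0.0566 (0.0550 to 0.0581), whereas Ahr, the receptor for aryl hydrocarbons, and its target Cyp1b1 had 6.01 (5.74 to 6.29) and 9.27 (8.53 to 10.1). Among 25 Nrf2 and xenobiotic genes 5 rose and 18 fell in edgeR (6 and 18 adjusted over the list alone), with a median of -1.06 over control (percentile 0) and -1.18 for costimulation over TNF-α (percentile 0). Gapdh fell with a log2 fold change of -1.28 (standard error 0.11, adjusted p = 4.8e-28 from edgeR), from an RPKM of 6936 to 2618.

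Some antiviral genes expressed at a low level fell, such as Mx1 from 154 reads to 3, a ratio of 0.0181 (0.00369 to 0.0538), while B2m, the light chain of MHC class I, rose with a fold of 1.92 (1.86 to 1.97). Of 21 interferon and antigen presentation genes 2 rose and 12 fell in edgeR (3 and 12 adjusted over the list alone), and 1 rose in the single-term fit, with DESeq2 and without the control or the costimulation library (median -1.20, percentile 0, and -0.24 for members with RPKM above 1). In the unfolded protein response Herpud1, a factor of protein degradation at the endoplasmic reticulum, had 0.372 (0.362 to 0.382) and Creb3l1, a membrane-bound transcription factor, 2.39 (2.31 to 2.46). In this list of 18, 5 rose and 6 fell in edgeR (5 and 6 adjusted over the list alone), and 3 rose with no filter and 2 without the TGF-β or the costimulation library, against 5 in the single-term fit (median 0.07, percentile 56.8, and -0.01 scaled by TMM). Among 23 immediate early and heat shock genes 9 rose and 3 fell in edgeR (9 and 3 adjusted over the list alone), with Ier3 at 4.10 (3.97 to 4.23) and Fos at 0.155 (0.130 to 0.184), and 14 rose with the offsets (median 0.37, percentile 98.2). Targets of NF-κB went both ways with TGF-β, where Csf2, a growth factor of myeloid cells, had 15.1 (8.82 to 28.1) and the complement factor Cfb 0.0534 (0.0476 to 0.0597). Of these 11 rose and 11 fell in edgeR (11 and 11 adjusted over the list alone), while 7 rose and 6 fell in the single-term fit, so the counts of the fits with 1 library left out (5 up without the control library, 6 up without the costimulation library, 6 down without the TGF-β or the TNF-α library) cannot be put down to the library alone. With DESeq2 6 rose (median -0.01, percentile 21.2).

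Some lists serve as a reference for the others. Of 34 ribosomal protein genes 24 fell (25 adjusted over the list alone), with 24 in the single-term fit, but 2 without the TGF-β library and 11 without the costimulation library, 17 with DESeq2, 7 and 6 with limma and 13 with the offsets (median -0.36, percentile 0.0100). Of 13 mitochondrial mRNAs 4 fell, also adjusted over the list alone, with 5 in the single-term fit, but 10 without the control library, 7 without the TNF-α library and 0 without the TGF-β or the costimulation library, 1 and 0 with limma and 7 with the offsets (median -0.14, percentile 16.7). Of 14 common reference genes 1 rose and 4 fell in edgeR (2 and 5 adjusted over the list alone), and in the single-term fit 2 rose and 6 fell. Without the control library 2 rose and 8 fell, without the TNF-α library 2 and 9, with the offsets 3 and 9, and with limma 2 rose (median -0.17, percentile 8.71). The median log2 fold of all tested genes was 0.08. In costimulation over TNF-α the median of the ribosomal protein genes was -0.16 (percentile 0.34). Among markers of other cell types, Spi1, a factor of myeloid cells, had a fold of 0.0847 (0.0492 to 0.137) and Flt1, a receptor of endothelial cells, 0.463 (0.425 to 0.505). Of 5 haematopoietic markers 1 rose and 3 fell in edgeR (1 and 3 adjusted over the list alone), and 0 rose without the TNF-α library, against 1 in the single-term fit (median -0.57, percentile 9.44). For 5 endothelial markers the counts were 2 and 1 (the same adjusted over the list alone), with 1 up with DESeq2 and without the TNF-α or the costimulation library, against 2 in the single-term fit (median 0.60, percentile 84.4, and -1.11 for members with RPKM above 1). For 7 fibroblast and smooth muscle markers they were 3 and 2 (the same adjusted over the list alone), with 0 down with DESeq2 and without the TGF-β library and 1 with limma and without any other library, against 2 in the single-term fit (median 0.15, percentile 51.7, and 2.33 for members with RPKM above 1). None of the 3 splicing examples passed for TGF-β in edgeR, over all genes or adjusted over the list alone, or in the single-term fit, while 1 rose and 1 fell with the offsets and without the control library, and 1 rose without the TNF-α library (median 0.23, percentile 75.6).

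Of the 256 events of Supplementary Table S2, 206 did not separate the 2 libraries by Fisher's exact test. The events that failed had a median of 1 junction read in the smaller library, and those that passed had 64.5, so low junction counts may account for the failures. The splicing calls themselves use a model that was not rerun, and no biological explanation was tested.

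Transcripts typical of stomach, gut and liver were present in the RNA of untreated CMT64 cultures and lower with TGF-β. Of the 18 gut and gastric markers measured 12 were among the 260 genes down in TGF-β, and of the 13 serum proteins of the liver 9. The 25 members of both lists that fell did so by different factors, with log2 folds from -8.46 (the bound for Tff3, with its 0 reads counted as 3) to -1.22 and an interquartile range of 2.89, which argues against another cell type diluted by 1 common factor, although such a cell type lost altogether was not tested. Alb, the most abundant transcript of hepatocytes, had an RPKM of 0.926 in control against 2.75 for Ttr, a ratio of 0.336. For the genes of the liver list this leaves liver cells open, at a low level. It says nothing of the stomach and gut markers, such as Tff1 with an RPKM of 1465 in control. Whether the CMT64 cells themselves express these genes was not tested.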
